# Improvement of wound healing by capsaicin through suppression of the inflammatory response and amelioration of the repair process

**DOI:** 10.3892/mmr.2023.13042

**Published:** 2023-06-30

**Authors:** Chi-Jung Huang, Chi-Ming Pu, Su-Yi Su, Shih-Lun Lo, Cheng Hung Lee, Yu-Hsiu Yen

**Keywords:** CAP, wound healing, inflammation, IL-6, CXCL10, TNF-α

## Abstract

Wound healing is a complex biological process involving cytokines with four phases: Hemostasis, inflammation, proliferation and remodeling. Understanding the molecular mechanism of the inflammation phase could improve wound healing in the clinic as excess inflammation is a critical point for dysregulation of normal wound healing. Capsaicin (CAP), a major component of chili peppers, is known to exhibit anti-inflammatory properties through a range of different pathways, such as the neurogenic inflammation and nociception pathways. To improve the understanding of the relationship between CAP and wound healing, it is crucial to elucidate the CAP-related molecular panel involved in regulating inflammation. Therefore, the present study aimed to analyze the effects of CAP on wound healing using an *in vitro* cell model and an *in vivo* animal model. Cell migration, viability and inflammation were examined using fibroblasts, and wounds were evaluated in mice under CAP treatment. In the present study, it was found that 10 µM CAP increased cell migration and decreased interleukin 6 (IL-6) expression in *in vitro* cell assays. In the *in vivo* animal experiments, the CAP-treated wounds exhibited lower densities of polymorphonuclear neutrophils and monocytes/macrophages, as well as lower IL-6 and C-X-C motif chemokine ligand 10 protein levels. Furthermore, in CAP-treated wounds, CD31-positive capillaries and collagen deposition at the late phase of wound healing were present at higher densities. In summary, an improvement in wound healing by CAP was shown through suppression of the inflammatory response and amelioration of the repair process. These findings suggest that CAP has potential as a natural therapeutic agent for the treatment of wound healing.

## Introduction

Wound healing is a complex biological process that can be divided into four phases: Hemostasis, inflammation, proliferation and remodeling (1). Understanding the molecular mechanism of each phase, particularly the inflammation phase, may aid the development of improved wound healing treatments (2,3). Avoiding excess inflammation is critical to prevent dysregulation of normal wound healing (4).

The first response to a wound is the formation of a fibrin clot that stops blood flow and provides a scaffold for incoming inflammatory cells (5). Subsequently, neutrophils are activated and monocytes are recruited from the vasculature, which releases cytokines and chemokines to initiate the inflammatory phase (6). Inflammatory signals released from the M1 to M2 macrophage conversion promote tissue repair and stimulate the proliferative phase of wound healing (7–9). An appropriate inflammatory response is crucial for acute wound healing (10–12). Chronic wounds that fail to progress through the orderly phases of healing develop when a wound encounters necrotic tissue, pathogen contamination or immune dysfunction (13,14). Preventing the formation of chronic wounds is imperative for wound healing and is best achieved by raising the inflammatory efficiency to shorten the healing period (5). Therefore, it is important to understand and clarify the underlying molecular and cellular mechanisms of wound healing. A reagent that modulates the various phases of wound healing, including one that protects the wound tissue by decreasing prolonged inflammation, and reconstructs damaged tissue may have treatment benefits (15).

Capsaicin (CAP; also known as 8-methyl-N-vanillyl-trans-6-nonenamide) is one of the naturally pungent components of chili peppers, which are varieties of plants from the genus Capsicum (16). CAP is known to affect inflammation through a variety of different pathways, such as the anti-inflammatory response and nociception pathways (17–23), and while CAP may potentially promote wound healing, little is known regarding the mechanism of this process (24). In the present study, the effects of CAP on wound healing were analyzed using both an *in vitro* cell model and an *in vivo* animal model. Briefly, cell migration, viability and reverse transcription-quantitative PCR (RT-qPCR) assays were used in CAP-treated fibroblasts. Animal wounds in mice with CAP treatment were evaluated by next-generation sequencing (NGS), histopathological and immunohistochemical examinations, and Masson's trichrome staining.

## Materials and methods

### Cell culture

The human diploid dermal fibroblast Hs68 cell line (passage 19), which is frequently used in dermal research and has the characteristics of primary dermal fibroblasts (25), was purchased from the Bioresource Collection and Research Center in the Food Industry Research and Development Institute (Hsinchu, Taiwan). Cells were grown in Dulbecco's Minimal Essential Medium (cat. no. 12800017; Gibco; Thermo Fisher Scientific, Inc.) containing 0.1 mM calcium chloride, 1% penicillin/streptomycin/amphotericin (cat. no. 15240062; Gibco; Thermo Fisher Scientific, Inc.) and 10% fetal bovine serum (cat. no. 26140079; Gibco; Thermo Fisher Scientific) at 37°C in a humidified atmosphere of 95% air with 5% CO_2_. Cells were passaged when the culture reached 70–80% confluency.

### Cell migration assay

Cell migration assays were conducted using an Oris cell migration assembly kit (Platypus Technologies, LLC). Briefly, cells were plated at a density of 3×10^4^ cells/well (95–100% confluency) in Oris 96-well plates and cultured overnight. Cells were then serum-starved for a further 24 h. The Oris stoppers were removed after incubation in serum (10%)-containing medium with 10 ng/ml mitomycin C (cat. no. ab120797; Abcam) for 2 h at 37°C to inhibit proliferation (26). According to the reports of other researchers (3,27), the levels of tumor necrosis factor-α (TNF-α) are elevated in the inflammatory phase of wound healing. Therefore, TNF-α, as an inflammation-stimulating agent, was added to simulate an *in vivo* inflammatory environment when wounds occur. The wells were treated with or without TNF-α (10 ng/ml; cat. no. ab259410; Abcam) and different concentrations of CAP (10, 30, and 100 µM; cat. no. M2028; Merck KGaA). Cells were incubated for 24 h at 37°C to allow for cell migration into the detection zone. The migration area was measured at various time points (0 and 24 h) using a light microscope and ImageJ software (version 1.53k; National Institutes of Health) with the MRI Wound Healing Tool plugin. Cell migration is presented as gap closure percentage, which was calculated using the following formula: Gap closure (%)=[(pre-migration) area-(migration) area] ×100/(pre-migration) area (28).

### Cell viability

Cells were plated in 96-well plates at an initial density of 1×10^4^ cells per well and cultured overnight. Following this, different concentrations (10, 30 and 100 µM) of CAP were added and cells were incubated for a further 24 h at 37°C. After incubation, 10 µl labeling reagent, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl-2H-tetrazolium bromide (MTT), was added to give a final concentration of 5 mg/ml in 90 µl culture medium in each well. Cells were incubated for a further 4 h at 37°C with 5% CO_2_. Subsequently, the culture medium was removed and 200 µl dimethyl sulfoxide was added to each well to dissolve the precipitate. Plates were checked for complete solubilization of the purple formazan crystals and the absorbance of the samples was measured using a microplate reader at a wavelength of 570 nm.

### RT-qPCR

Total RNA from Hs68 cells untreated or treated with TNF-α (10 ng/ml) and 10 µM CAP for 24 h was independently extracted using TRIzol^®^ (Invitrogen; Thermo Fisher Scientific, Inc.) according to the manufacturer's protocol. Subsequently, 1 µg total RNA was reverse-transcribed (an initial incubation at 65°C for 5 min, then at 42°C for 60 min and termination at 70°C for 5 min) to single-stranded cDNA using a high-capacity cDNA Reverse Transcription kit (cat. no. K1622; Thermo Fisher Scientific, Inc.). Interleukin 6 (IL-6) qPCR primers (forward, 5′-GATGAGTACAAAAGTCCTGATCCA-3′ and reverse, 5′-CTGCAGCCACTGGTTCTGT-3′) and a TaqMan probe (Universal Probe Library, Human #40; Roche Diagnostics GmbH) were used to quantify IL-6 mRNA levels using the following thermocycler program: 120 sec at 95°C, followed by 60 cycles at 95°C for 5 sec and 60°C for 30 sec. The housekeeping gene, GAPDH (forward primer, 5′-CTCTGCTCCTCCTGTTCGAC-3′ and reverse primer, 5′-ACGACCAAATCCGTTGACTC-3′; Universal Probe Library, Human #60; Roche Diagnostics GmbH), was used as an internal reference. For control purposes, human reference cDNA (cat. no. 636692; Takara Bio USA, Inc.) was used as a positive control to estimate the relative expression levels in the cells. A non-template reaction was used as a negative control. All qPCR reactions were run in a LightCycler 96 (Roche Diagnostics GmbH) and the data were analyzed using the 2^−ΔΔCq^ method (29).

### Animal model and experimental procedures

A total of 40 C57BL/6JNarl male mice (weight, 21–23 g; age, 6 weeks; supplier, National Laboratory Animal Center, Taipei, Taiwan) were used in the present study. All animals were provided with food, water *ad libitum* and housed individually in properly disinfected cages under the following environmental conditions: Humidity, 50±10%; light, 12/12 h light/dark cycle; and temperature, 23±2°C. All procedures involving experimental animals were approved by The Institutional Animal Care and Use Committee at Cathay General Hospital (Taipei, Taiwan; approval no. CGH-IACUC-111-007) and complied with the Guide for the Care and Use of Laboratory Animals (30). Mice were wounded by punch biopsy as following: Two full-thickness circular wounds (6 mm in diameter) on the backs of mice under isoflurane anesthesia (3–4% for induction and 1–3% for maintenance; Terrell liquid for inhalation; Piramal Critical Care, Inc.). The mice were divided into sham (n=13) and experimental (n=18) groups. The wounds of the experimental mice were treated with 200 µl CAP (10 µM) once daily, using Pluronic F127 gel (25% in saline; Merck KGaA) topically. The wounds of the sham mice were only treated with 200 µl Pluronic F127 once daily. To prevent eschar formation on wounds and scratching by the mice, the wounds were covered with a Tegaderm sterile dressing (cat. no. 1624W; 3M). After recovery from the anesthesia, animals were housed individually in properly disinfected cages and maintained on a 12/12-h light/dark cycle. The mice were provided with food and water *ad libitum*. Wounds were imaged on the given days (days 0, 1, 3, 6, 9 and 12) and the size of the wound area was quantified using ImageJ software, version 1.53k (National Institutes of Health). The wound closure area was calculated by Wilson's formula as a percentage of the original area: Wound closure percentage=[(open area at postoperative day 0-open area at postoperative day X)/(wound area at postoperative day 0)] ×100% (31).

At the determined times, 31 mice (4 for sham group and 6 for CAP group at day 3; 6 for sham group and 7 for CAP group at day 6; and 3 for sham group and 5 for CAP group at day 12) were euthanized with CO_2_ at a displacement rate of 30–70% of the chamber volume/min for 2–3 min. A total of 9 mice (3 mice at day 3, 3 mice at day 6 and 3 mice at day 12) served as controls to monitor hygiene, e.g., parasites, viruses and Mycoplasma infections. No mice were sacrificed by euthanasia due to reaching the humane endpoints, including loss of body weight (20% within 3 days) and abnormal coat condition or posture. To verify animal death, respiratory and cardiac arrest was checked and the animals were maintained under CO_2_ for ≥1 min more after respiratory and cardiac arrest. The wounds and surrounding tissues were excised and collected for NGS, histopathological and immunohistochemical examinations, and Masson's trichrome staining.

### Histopathological evaluation of wound healing

All wound specimens were immersion-fixed in 4% buffered paraformaldehyde at room temperature for 24 h, dehydrated in an automatic tissue processor (Shandon Citadel 1000; Thermo Fisher Scientific, Inc.) and embedded in paraffin wax (SAKURA Tissue-Tek; Sakura Finetek). Paraffin serial sections (5-µm thick) were obtained using a rotary microtome (Accu-Cut SRM 200, Sakura Finetek).

Hematoxylin and eosin (H&E) staining was performed with a DRS 2000 Automated Slide Stainer (Sakura Finetek) as following routine protocols: Deparaffinized, rehydrated and stained with hematoxylin solution at room temperature for 5 min, followed by 5 dips in 1% acid ethanol (1% HCl in 70% ethanol). Before mounting the tissue sections on glass slides, sections were rinsed, stained with eosin solution at room temperature for 3 min, dehydrated with graded alcohol and cleared in xylene.

Masson's trichrome staining was manually performed with a commercial kit (cat. no. ab150686; Abcam) to detect collagen fibers. Briefly, sections were deparaffinized in xylene twice for 5 min, rehydrated (100% ethanol twice for 5 min each, 95% ethanol for 5 min, 85% ethanol for 5 min and then 75% ethanol for 5 min), incubated in Bouin's Fluid at 60°C for 60 min and cooled to room temperature for 10 min. All of the following experimental steps were performed at room temperature. The nuclei were stained with Weigert's Iron Hematoxylin for 5 min and all acidophilic tissue elements (such as cytoplasm, muscle and collagen) were stained with Biebrich Scarlet/Acid Fuchsin solution for 15 min. Collagen fibers were further decolored with the depigmenting agent phosphomolybdic acid/phosphotungstic acid for 15 min and counterstained blue in Aniline Blue solution for 10 min. Subsequently, 1% acetic acid was applied to differentiate the sections for 5 min.

All sections were then washed, mounted with an automatic coverslipping machine (Glas-J1; Sakura Finetek) and images acquired using the ZEISS Axio Scan Z1 slide scanner. Two independent pathologists reviewed the images and QuPath (version 0.3.0; http://qupath.github.io) was used to quantify the positive signals (32).

### Immunohistochemical detection of CD31, IL-6, C-X-C motif chemokine ligand 10 (CXCL10) and TNF-α

All immunohistochemical staining was performed using the Ventana Benchmark GX slide stainer (Roche Diagnostics). Briefly, 5-µm thick paraffin-embedded sections were loaded onto the BenchMark carousel in a closed and fixed program: Deparaffinization was performed with EZ Prep solution (cat. no. 950-102; Ventana Medical Systems) at 75°C for 8 min, antigen retrieval with Cell Conditioning 1 solution (cat. no. 950-124; Ventana Medical Systems) at 95°C for 64 min and incubation with the following manually titrated primary antibody at 37°C for 32 min: Anti-CD31 antibody (1:500; cat. no. ab182981; Abcam), anti-IL-6 antibody (1:200; cat. no. ab208113; Abcam), anti-CXCL10 antibody (1:3,000; cat. no. PAA371Mu01; Cloud-Clone Corp.) and anti-TNF-α antibody (1:750; cat. no. GTX15821; GeneTex, Inc.). The slides were then incubated with HQ Universal Linker (cat. no. 253-4580; Ventana Medical Systems) at 37°C for 8 min and HRP Multimer (cat. no. 253-4581; Ventana Medical Systems) at 37°C for 8 min, and visualization by the Optiview DAB IHC detection kit (cat. no. 760-700; Roche Diagnostics) as a chromogenic substrate. All sections were followed by counterstaining with Hematoxylin II at 25°C for 8 min (cat. no. 790-2208; Ventana Medical Systems) and Bluing Reagent at 25°C for 4 min (cat. no. 760-2037; Ventana Medical Systems). All sections were then washed, mounted and scanned to quantify the positive signals, following the protocols stated in the aforementioned histopathological evaluation of wound healing section.

### NGS analysis

Mice were euthanized through CO_2_-induced asphyxiation as aforementioned. Skin tissues from animals were harvested and immediately stored in RNAlater^®^ solution (Ambion; Thermo Fisher Scientific, Inc.) at 4°C. After 24 h, the tissue samples were transferred to −20°C for storage until analysis. Total RNA was extracted using TRIzol (cat. no. 15596026; Theromo Fisher Scientific, Inc.) according to the manufacturer's instructions. Purified RNA was quantified with an optical density of 260 nm using an ND-1000 spectrophotometer (NanoDrop Technologies; Thermo Fisher Scientific, Inc.) and the quality was verified using a Bioanalyzer 2100 (Agilent Technologies, Inc.) and a RNA 6000 LabChip kit (cat. no. 5067-1511; Agilent Technologies, Inc.). All RNA sample preparation procedures were carried out according to the recommended sequencing protocol (Illumina, Inc.). A SureSelect XT HS2 mRNA Library Preparation kit (cat. no. G9995A; Agilent Technologies, Inc.) was used for library construction followed by size selection using AMPure XP beads (cat. no. A63881; Beckman Coulter, Inc.). Sequences were determined using sequencing-by-synthesis technology (cat. no. 20028312; Illumina, Inc). Briefly, the final loading mRNA (200–400 pM; determined by using Agilent TapeStation System; Agilent Technologies, Inc.) was used and sequenced by applying 2×150 base pairs in paired-end runs. Sequencing data (FASTQ reads) were processed using the base-calling program bcl2fastq v2.20 (Illumina, Inc.).

Differential expression analysis was performed using StringTie (StringTir v2.1.4; http://ccb.jhu.edu/software/stringtie) and DEseq (DEseq v1.39.0) or DEseq2 (DEseq2 v1.28.1) with genome bias detection/correction (33). Functional enrichment assays for differentially expressed genes (DEGs) were performed using clusterProfiler v3.6 (https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html) (34). Genes with low expression levels (<0.3 transcripts per million) in either or both the treated and control samples were excluded. Genes with -Log_10_P>1.3 and significant changes in CAP-treated wounds [fold change (FC)>2.0 for upregulated genes or FC<0.5 for downregulated genes] were selected for further bioinformatic analyses. Then, functional annotation enrichment Gene Ontology (GO; http://geneontology.org/) and Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/kegg/) analyses were conducted using the NGS RNA-sequencing (RNA-seq) data to determine the top significant genes associated with CAP treatment. The Database for Annotation, Visualization, and Integrated Discovery (DAVID; version 6.8; http://david.ncifcrf.gov/summary.jsp) was used to select the enriched DEGs (35), and P<0.05 was considered to indicate a statistically significant difference.

### Statistical analysis

All data, which were repeats of at least three independent experiments, are presented as the mean ± standard deviation. Differences between two groups were compared using an unpaired Student's t-test and three or more groups were compared by one-way ANOVA followed by an appropriate post hoc test, including the Bonferroni test for cell viability and migration, and the least significant difference post hoc test for pairwise comparisons of gene expression. All statistical analyses were performed with SPSS 15.0 software (IBM SPSS Statistics). P<0.05 was considered to indicate a statistically significant difference.

## Results

### Changes in Hs68 cell characteristics in the presence of CAP

When the viability of Hs68 human foreskin fibroblasts treated with different concentrations of CAP (0, 10, 30, 100 µM) were compared, there was a non-significant difference in the viability of cells treated with 10 µM CAP vs. 0 µM CAP (Fig. 1A). However, Hs68 cells exhibited a statistically significant decrease in viability (0 µM CAP vs. 100 µM CAP and 10 µM CAP vs. 100 µM CAP; both P<0.01) upon increasing the concentration of CAP to 100 µM (Fig. 1A). When Hs68 cells were treated with mitomycin C (10 µg/ml) to repress cell proliferation and TNF-α (10 ng/ml) to impair cell migration (36,37), 10 µM CAP effectively restored the migratory ability of Hs68 cells in the cell migration assay (Fig. 1B and C). In addition, 10 µM CAP decreased the mRNA levels of IL-6 in TNF-α-treated Hs68 cells from 122.0-fold to 35.5-fold, relative to the untreated control cells (Fig. 1D). This indicated that 10 µM CAP could change the inflammation status associated with the process of wound healing.

### Improvement of wound healing in vivo by CAP treatment

For the wound healing experiments, 6-week-old C57BL/6JNarl mice were selected. A total of two full-thickness circular wounds (6 mm in diameter) were created on the back of mice by punch biopsy on day 0 (Fig. 2A). Briefly, the wound healing was improved by 10 µM CAP treatment compared with the healing in the sham group at days 1 and 3 of wound healing (Fig. 2B). In particular, on days 1 and 3, the wound healing differed significantly between the sham group and 10 µM CAP-treated mice (day 1, P<0.05; day 3, P<0.001; Fig. 2C) while no significant difference of wound healing percentages between these two groups was detected at days 6, 9, and 12.

### Histological difference between wounds with and without CAP treatment

The width of wounds was measured on post-injured and H&E-stained skin sections (between two red triangles at days 3 and 6 in Fig. 3A, respectively) by QuPath (version 0.3.0). Briefly, H&E staining indicated that the size of the 10 µM CAP-treated wounds was smaller than that of wounds from animals without any CAP treatment (sham group) on days 3 (sham: 5,295±458 µm, and 10 µM CAP: 4,032±275 µm) and 6 (sham: 2,398±296 µm, and 10 µM CAP: 2,276±338 µm). Furthermore, an inflammatory marker, TNF-α, was detected to evaluate the changes of *in vivo* environment caused by CAP treatment. It was found that a weaker signal for TNF-α was detected in the CAP-treated group compared with the sham group (Fig. S1).

In the early phases (days 3 and 6), the 10 µM CAP-treated wounds exhibited lower densities of polymorphonuclear neutrophils (PMNs) and monocytes/macrophages (MMs) compared with wounds of mice in the sham group (Figs. 3B and S2). When compared with the wounds of the sham group, more fibroblasts migrated to the edges of the 10 µM CAP-treated wounds on day 6 (Fig. 3B).

### Blood vessel maturation and collagen deposition in wounds with and without CAP treatment

At the late phase (day 12) of wound healing, blood vessel maturation (Fig. 4A) and CD31^+^ endothelial cells (Figs. 4B and S3A) were frequently encountered in the 10 µM CAP-treated wounds. In addition, in the 10 µM CAP-treated wounds, the remodeling of the granulation layer and the collagen alignment were improved at day 12 (Figs. 4C and S3D, respectively), but not at day 3 (Fig. S3B) and day 6 (Fig. S3C). Notably, all wounds with or without CAP treatment were re-epithelized at day 12 (Fig. 4A).

### CAP-related genes in wound healing based on GO and KEGG pathways

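RNA from mouse skin wounds was sequenced to compare wounds that received CAP in a Pluronic F127 gel (CAP-treated wounds) with wounds that received the gel alone (sham group). The deposited data hold 12 libraries, 3 from each group at day 3 and 3 from each group at day 6 after wounding, and each library was treated as a separate replicate. Each mouse carried 2 wounds, and whether libraries of a group come from separate mice is not given in the sources used here, so n counts libraries. The paper's text does not name the number of wounds sequenced. The dose is 10 µM CAP in the methods and in the sample labels, and 10 mM in the description of the day 3 comparison. The dose of 10 µM was used here. Libraries were made with the SureSelect XT HS2 mRNA kit and sequenced as paired-end reads. The authors estimated the expression of each gene with StringTie, and each deposited table gives TPM, the share of a gene's transcripts among all transcripts of the library, for the same 55487 genes. The aligner, the annotation release and the treatment of strand are not given in the sources used here. Of the gene identifiers, 55141 were found in GENCODE M21, and 54777 genes had its coordinates on the mouse genome build GRCm38, so positions are given on that build. The values of each library sum to between 1000003.08 and 1000003.23 TPM, and 0.0001 TPM stands in place of 0. TPM values carry no read counts, so the depth of each library is unknown and no interval for counting error can be given. Between 18768 and 19061 genes per library reached 0.3 TPM at day 3. Pearson's r across genes, on the log2 scale, ranged from 0.956 to 0.975 between libraries of the same group. Between libraries of different groups, with both days mixed, it ranged from 0.934 to 0.975. At day 3 alone it was 0.9657 to 0.9735 within a group and 0.9619 to 0.9753 between sham and CAP-treated libraries. Genes are not independent replicates. The paper excludes genes under 0.3 TPM in either or both groups, and genes with a mean of at least 0.3 TPM in both groups were therefore tested. Values were put on the scale log2(TPM + 0.1), on which the change of a gene expressed near the filter is understated. The 3 CAP-treated and 3 sham libraries of a day were compared with limma, with the spread of each gene moderated along its trend with expression. A gene was counted as changed at the paper's threshold, an unadjusted p under 0.05 and a difference of at least 2-fold. Adjusted p values are from the Benjamini-Hochberg method over all genes tested. Beside each gene, a 2-sided exact permutation test of its 6 values is given, which cannot give a p under 0.1 with 3 libraries against 3. Lists of genes were compared with the set test fry of limma and with the same permutation test on the mean score of each library.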

To investigate which CAP-induced DEGs were involved in wound healing, the DEGs following CAP treatment in wounds on day 3 were first explored using the NGS RNA-seq data. 

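At day 3, 18330 genes passed the expression filter. Of these, 78 were higher and 212 were lower in the CAP-treated wounds than in the sham wounds at the unadjusted threshold, 290 genes in all, and 193 of the 290 (66.6%) are annotated as protein coding. The median log2 difference over all tested genes was −0.05. An unadjusted p under 0.05 was found for 1210 genes, where chance alone gives 916. Wrong groupings of the same libraries gave 2371 such genes with sham replicates 1 and 3 and CAP replicate 3 together. They gave 1788 with sham replicate 1 and CAP replicates 2 and 3 together, and fewer than 1210 otherwise. The excess over 916 is therefore no evidence of an effect of CAP. After adjustment, limma left 3 genes with an adjusted p under 0.05, the hemoglobin genes Hba-a1, Hba-a2 and Hbb-bt. In 2128 genes (11.6%) the values of the groups did not overlap, where chance gives 10%. In 50 simulated sets of 6 libraries without any difference between the groups, in which the genes vary independently of each other, a median of 121 genes and at most 148 passed the unadjusted threshold. The 9 other ways to group the 6 libraries into 3 and 3 gave 74 to 207 genes. The largest move under another setting came without the expression filter, which gave 210 genes higher and 358 lower and left 247 of the 290 past the threshold. Without CAP replicate 1, 150 genes were higher and 360 lower, and limma left 48 genes with an adjusted p under 0.05. Without CAP replicate 2 the numbers were 55 and 149. Limma left 5 genes past the adjusted p without sham replicate 1, and 0 without sham replicate 2, sham replicate 3, CAP replicate 2 or CAP replicate 3, with 1201, 815, 691 and 1398 genes at an unadjusted p under 0.05. The 5 genes with the smallest unadjusted p among those higher in every CAP-treated library than in every sham library were the 3 genes named above, Hbb-bs and Alas2. Alas2 (ENSMUSG00000025270, chromosome X from 150547375 to 150570638), which encodes the erythroid form of aminolevulinic acid synthase, had 18.7 ± 1.87 TPM (SD, n = 3) in the CAP-treated wounds and 4.13 ± 1.15 TPM (SD, n = 3) in the sham wounds, a log2 difference of 2.18 (standard error 0.20, adjusted p = 0.0565 from limma). The 5 lower genes chosen in the same way were Mir5107, Phf11d, Gzma, Timd4 and Gm7180. Gzma, which encodes granzyme A, fell by 1.78 on the log2 scale, from 7.28 ± 1.66 to 2.06 ± 0.591 TPM (SD, n = 3 in each group). Timd4 also fell by 1.78, from 1.67 ± 0.280 to 0.412 ± 0.0432 TPM (SD, n = 3 in each group), and with a pseudocount of 1 TPM it fell by 0.91, short of the threshold. Mir5107 had 10.3 ± 0.183 TPM in the sham wounds and 3.61 ± 0.608 TPM in the CAP-treated wounds (SD, n = 3 in each group), but it lies inside Cd74 on the same strand, so reads of Cd74 can count towards it. Gm7180 is a processed pseudogene inside Pde8a on the other strand, and without information on strand its fall of 1.39 on the log2 scale can hold reads of Pde8a.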

As shown in Fig. 5, in comparison with wounds without any CAP treatment (sham group), a volcano plot denoted the upregulated (150 genes, log_2_FC ≥1) and downregulated (277 genes, log_2_FC ≤-1) candidates with statistical significance (−log_10_P >1.3) in the wounds with 10 mM CAP treatment for 3 days. On average, ~60% (molecular functions: 60.7%, 259 of 427; biological processes: 59.0%, 252 of 427; cellular components: 61.1%, 261 of 427) of genes were annotated and GO enrichment analysis was performed. The top 20 GO terms in each category (molecular functions, biological processes and cellular components) for pathways enriched in wounds after 3 days of CAP treatment are listed in Fig. 6A-C. The inflammation-related GO terms (Table I) and their prevalent DEGs (Table II) were further selected. For example, IL-6 was in the category of biological processes, interferon-induced proteins (interferon-inducible GTPase 1 and guanylate binding proteins) was in the category of cellular components and CXCL10 was in the category of molecular functions.

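The gene of IL-6, Il6 (ENSMUSG00000025746), lies on chromosome 5 of GRCm38 from 30013114 to 30019981. At day 3 its expression was 2.81 ± 0.505 TPM (SD, n = 3) in the CAP-treated wounds and 6.00 ± 5.17 TPM (SD, n = 3) in the sham wounds. The log2 difference was −0.75 (standard error 0.55, unadjusted p = 0.213 from limma, p = 0.4 in the exact permutation test), short of the threshold, and the means differed by less than the SD of the sham wounds. The gene of interferon-inducible GTPase 1, Iigp1 (ENSMUSG00000054072, chromosome 18 from 60376027 to 60392634), had 7.19 ± 2.78 TPM in the CAP-treated wounds and 16.4 ± 2.56 TPM in the sham wounds (SD, n = 3 in each group). Its log2 difference was −1.24 (standard error 0.28, unadjusted p = 0.00318 from limma, p = 0.1 in the exact permutation test), and −0.98 without CAP replicate 2. The guanylate binding protein genes Gbp8, Gbp9 and Gbp10 lie in 1 cluster on chromosome 5, and each passed the threshold. Gbp8 (from 105014150 to 105139540) had 0.784 ± 0.339 TPM in the CAP-treated wounds and 1.63 ± 0.0914 TPM in the sham wounds, a log2 difference of −1.03. It fell short of the threshold with a pseudocount of 1 TPM (−0.57), with median-ratio scaling (−0.98), with quantile normalization (−0.91), with a GC and length correction (−0.98), and without sham replicate 2 (−0.99), CAP replicate 2 (−0.82) or CAP replicate 3 (−0.95). Gbp9 (from 105077630 to 105139539) had 4.69 ± 2.54 TPM against 9.72 ± 0.487 TPM, a log2 difference of −1.16, and −0.90 without CAP replicate 2. Gbp8 and Gbp9 overlap each other and Gbp4 on the same strand, so the division of reads between them is uncertain. Gbp10 (from 105215699 to 105239533) had 0.915 ± 0.263 TPM against 2.09 ± 0.434 TPM, a log2 difference of −1.13. It fell short with a pseudocount of 1 TPM (−0.69), without sham replicate 2 (−0.97) and without CAP replicate 2 (−0.89), and 88.8% of its 31-base stretches also occur in other genes, most in Gm43302. The gene of CXCL10, Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889), had 5.39 ± 4.25 TPM in the CAP-treated wounds and 11.1 ± 2.56 TPM in the sham wounds (SD, n = 3 in each group). The log2 difference was −1.30 (standard error 0.53, unadjusted p = 0.0452 from limma, p = 0.2 in the exact permutation test). It lies inside Art3, on the other strand. The adjusted p from limma lay between 0.500 and 0.874 for these 6 genes.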

In addition, pathways related to CAP treatment in wound healing were also identified by analyzing KEGG pathways. From the 427 input DEGs, only 100 annotated genes with statistical significance were selected from the top 10 KEGG pathways (P<0.05) (Fig. 7). 

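The cytokine-cytokine receptor interaction genes that the paper names are 15, and 13 of them passed the expression filter at day 3. In the CAP-treated wounds, 7 were lower and 3 higher at the unadjusted threshold (Cxcl10, Cx3cr1, Bmp8a, Il2ra, Ccl12, Ccr2 and Cxcl9, and Gm13306, Il7r and Ppbp). The number lower was 3 without sham replicate 1, 4 without sham replicate 3, 2 without CAP replicate 2 and 4 without CAP replicate 3, and without sham replicate 2, sham replicate 3 or CAP replicate 2 only 1 was higher. Over the 13 genes the median log2 difference was −1.03 and the mean −0.26 (fry adjusted p = 0.193, exact permutation p = 0.2). An unadjusted p under 0.05 was found for 11 of them, 10 had an adjusted p under 0.05 when adjusted over the list alone, and limma left 0 over all genes tested. The study chose the list on these samples, so the count over the list alone is not independent evidence. The same holds for the median, the fry p and the permutation p of the list. Ccr2 (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) had 37.2 ± 10.8 TPM in the CAP-treated wounds and 92.2 ± 14.6 TPM in the sham wounds (SD, n = 3 in each group), a log2 difference of −1.33 (standard error 0.22, unadjusted p = 5.24e-04 from limma, p = 0.1 in the exact permutation test). Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) had 1.08 ± 0.195 TPM against 3.34 ± 1.02 TPM, a log2 difference of −1.52 (standard error 0.27, unadjusted p = 8.99e-04 from limma, p = 0.1 in the exact permutation test). Both differences passed the threshold with each library left out in turn. Cx3cr1, Bmp8a, Il2ra and Ccl12 had log2 differences between −1.20 and −1.03, and single libraries decided each. Cx3cr1, whose locus overlaps 9 other genes, fell short with a pseudocount of 1 TPM (−0.75), without sham replicate 1 or 3 (−1.12 each), CAP replicate 2 (−0.84) or CAP replicate 3 (−1.05). Bmp8a, which overlaps Oxct2a on the same strand, fell short with a pseudocount of 1 TPM (−0.53), without the filter (−1.03), with median-ratio scaling (−0.99), quantile normalization (−0.95) or a GC and length correction (−0.97), and without sham replicate 2 (−1.07), sham replicate 3 (−0.81), CAP replicate 1 (−1.09) or CAP replicate 2 (−0.71). Il2ra fell short with a pseudocount of 1 TPM (−0.77), with quantile normalization (−0.98), and without sham replicate 1 (−0.71), CAP replicate 2 (−0.97) or CAP replicate 3 (−1.02). Ccl12 fell short without sham replicate 1 (−0.91), sham replicate 3 (−1.15), CAP replicate 2 (−1.13) or CAP replicate 3 (−0.97). Cd40 had a log2 difference of −0.99, just under 2-fold. Cd27 (0.276 ± 0.115 TPM in the CAP-treated wounds and 1.04 ± 0.358 TPM in the sham wounds) and Tnfsf4 (0.193 ± 0.0641 against 0.818 ± 0.510 TPM; SD, n = 3) did not pass the filter. Without the filter both passed the threshold, and Bmp8a and Cxcl10 did not. Gm13306 (ENSMUSG00000073877, chromosome 4 from 42153436 to 42158839) rose from 7.13 ± 3.06 to 51.3 ± 14.5 TPM (SD, n = 3 in each group), a log2 difference of 2.88 (standard error 0.32, adjusted p = 0.140 from limma). Of its 31-base stretches, 93.9% also occur in other genes, most in Ccl27a, and the sum over the 5 listed copies was 233 ± 47.6 against 194 ± 7.75 TPM (SD, n = 3 in each group; log2 difference 0.25, exact permutation p = 0.4), above every sham library in 2 of the 3 CAP-treated libraries. The ratio of Gm13306 to Ccl27b was 0.225, 0.147 and 0.063 in the sham libraries and 1.01, 1.01 and 1.03 in the CAP-treated ones. The rise of Gm13306 can therefore reflect how reads were divided between copies. Il7r rose by 1.58 on the log2 scale, with 92.8 TPM in CAP replicate 3 against 15.5 and 31.0 TPM in the other two. It passed the threshold without CAP replicate 1 and fell short without CAP replicate 3 (0.89), CAP replicate 2 (1.68), or sham replicate 1, 2 or 3 (1.38, 1.70 and 1.67). Ppbp rose by 1.19, and fell short without sham replicate 2 (0.93), sham replicate 3 (0.99), CAP replicate 1 (1.07) or CAP replicate 2 (0.98). Gdf15 rose by 1.32 (standard error 0.67, unadjusted p = 0.0901 from limma, p = 0.3 in the exact permutation test), short of the threshold, passed it without CAP replicate 1 (2.13), and was 0.83 without CAP replicate 3.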

As depicted in Fig. 7, the pathway of ‘cytokine-cytokine receptor interaction’ (mmu04060; P=8.529×10^−6^) had the most genes, with 11 downregulated genes [CXCL10, CD40, C-X3-C motif chemokine receptor 1, IL-6, bone morphogenetic protein 8a, interleukin 2 receptor subunit α, chemokine (C-C motif) ligand 12, chemokine (C-C motif) receptor 2, C-X-C motif chemokine ligand 9, CD27 and tumor necrosis factor (ligand) superfamily, member 4] and four upregulated genes (GM13306, interleukin 7 receptor, growth differentiation factor 15 and pro-platelet basic protein). 

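In the sham wounds at day 3, Il6 stood at 11.9, 3.67 and 2.41 TPM in replicates 1 to 3, and in the CAP-treated wounds at 2.41, 2.64 and 3.37 TPM. The log2 difference of Il6 without sham replicate 1 was −0.10, and without sham replicate 3 it was −1.23 and passed the threshold. Cxcl10 stood at 10.8, 13.8 and 8.69 TPM in the sham wounds and at 10.2, 3.91 and 2.08 TPM in the CAP-treated wounds. Its log2 difference was −1.90 without CAP replicate 1 and stayed past the threshold. It fell short of the threshold without any other library, with −1.30, −1.13 and −1.46 without sham replicates 1 to 3, −1.22 without CAP replicate 2 and −0.78 without CAP replicate 3. It also fell short without the expression filter (−1.30), in a joint fit of all 12 libraries (−1.30), with median-ratio scaling (−1.25), with quantile normalization (−1.19) and with a GC and length correction (−1.26). In every setting both genes were lower in the CAP-treated wounds.

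**Figure D1:**
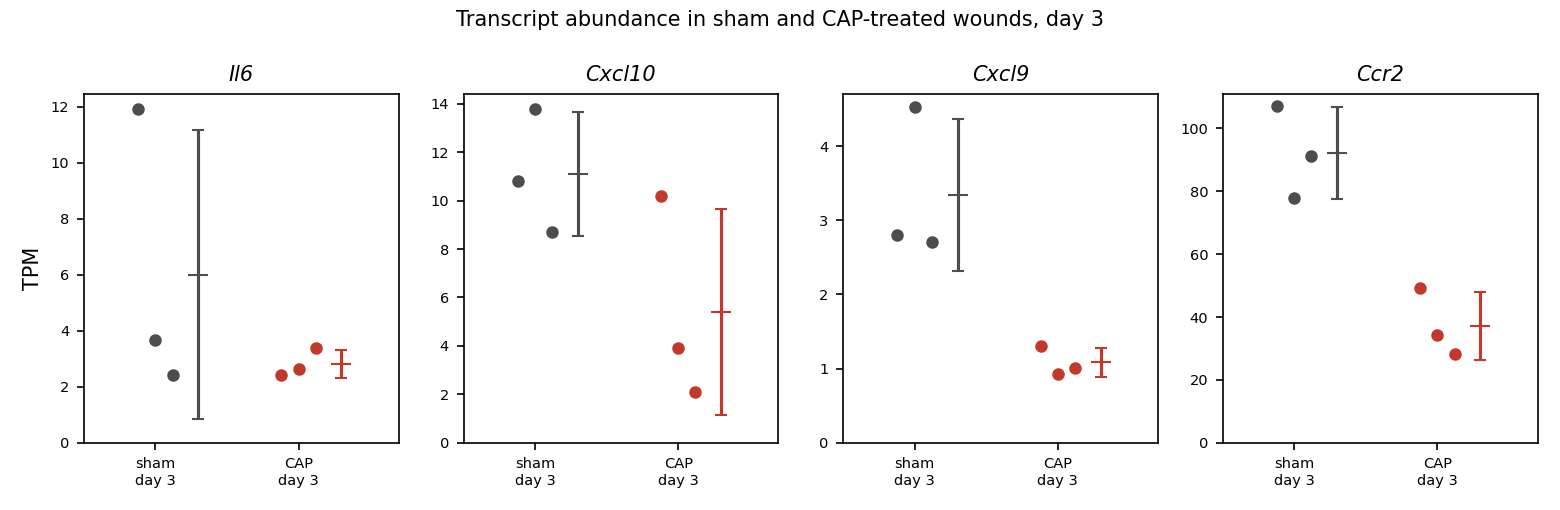
Expression (TPM) of Il6, Cxcl10, Cxcl9 and Ccr2 in each of the 3 sham and 3 CAP-treated libraries at day 3, with the mean and SD of each group. Sham replicate 1 stands at 11.9 TPM for Il6, above the other 5 libraries, and CAP replicate 1 stands at 10.2 TPM for Cxcl10, among the sham libraries.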

Notably, two proinflammatory mediators, CXCL10 and IL-6 (38), present in the GO enrichment analysis were also found in the downregulated gene list of ‘cytokine-cytokine receptor interaction’.

### Immunohistochemical staining of CAP-treated wounds for IL-6 and CXCL10

Upregulation of IL-6 and CXCL10 in wounds increases inflammatory responses and may impair wound healing (39,40). In the present study, the protein levels of IL-6 (Figs. 8A and S4) and CXCL10 (Figs. 8B and S5) were examined in the wound tissues of mice receiving CAP treatment for 3, 6 and 12 days. As shown in Figs. 8, S4A and S5A, higher levels of IL-6 and CXCL10 were detected in granulation tissue of the sham group than those in the CAP-treated group.

## Discussion

The inflammatory response following tissue injury serves important roles in wound healing (10). Different factors or agents that regulate inflammation to affect wound healing have been identified (15,41). Some natural products are known to improve wound healing (42,43). For example, different concentrations of polyherbal extract (*Zingiber officinale, Capsicum annuum, Curcuma longa* and *Cinnamomum verum*) with anti-inflammatory potential to repress the inflammatory cytokines have been characterized (44,45). These observations are consistent with our previous reports demonstrating that topical curcumin could accelerate wound healing by regulating inflammation through an appropriate delivery system (31,46). The present study demonstrated that, in addition to curcumin, CAP also improved wound healing through suppression of the inflammatory response. As reviewed by Habtemariam (47), CAP exerts anti-inflammatory effects by reducing NF-κB phosphorylation to downregulate the levels of IL-6 and TNF-α.

CAP, the most frequently used natural and pungent ingredient of *Capsicum* worldwide, is known to be an agonist of transient receptor potential vanilloid 1 (TRPV1) (48). TRPV1 can be activated by CAP, and subsequently, sodium and calcium ions enter the cell (49). These ion flows depolarize nociceptive neurons to cause action potential discharge and spiciness (49–51), and an analgesic effect due to channel desensitization (52,53). In addition to this analgesic effect, the present study demonstrated that CAP can also affect the migration and viability of human skin fibroblasts.

Currently, CAP is used in concentrations of between 0.025% (0.82 mM) and 8% (262 mM) as a cream or patch for the temporary relief of pain (54). Furthermore, the expression of TRPV1 has been noted in various non-neuronal tissues, including skin cells (e.g., fibroblasts and keratinocytes) (55). This indicates that CAP may have a molecular effect on fibroblasts or keratinocytes. In the present study, some inflammation-related factors (e.g., IL-6 and CXCL10) were found to be differentially expressed in mouse skin wounds treated with 10 µM CAP based on the results of the NGS RNA-seq analyses (GSE220619; GEO database). These molecular differences in inflammation may affect the healing process of skin wound repair (41). In addition, H&E staining in the present study demonstrated that immune cells (PMNs and MMs) were less present in the CAP-treated wounds. These histological results partially agree with the report of Bok *et al* (56), which suggested that CAP might induce transition from the proinflammatory to the anti-inflammatory state (56,57).

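Of the 15 genes that the paper lists in Table II, 13 passed the expression filter at day 3, and 11 of the 13 were lower in the CAP-treated wounds. At the unadjusted threshold, 9 were lower and 2 higher. The median log2 difference was −1.13 and the mean −0.73 (fry adjusted p = 0.0614, exact permutation p = 0.1). Without CAP replicate 1 the fry adjusted p was 0.0156, and over all alternatives the adjusted p of the list lay between 1.40e-06, for camera with its preset correlation, and 0.200, without sham replicate 3. The genes past the threshold fell to 3 lower and 1 higher without CAP replicate 2, and to 5 lower and 1 higher without CAP replicate 3. An adjusted p under 0.05 was found for 12 genes when adjusted over the list alone. Because the study chose the list on these samples, this count is not independent evidence. The same holds for the median, the fry p and the permutation p of the list. Over all genes tested limma left 0 of them, where 12 had an unadjusted p under 0.05. The list shares 5 genes with the 15 genes of the cytokine pathway and 5 with the guanylate binding proteins and inducible GTPases. The paper proposes that the molecular differences in inflammation, with IL-6 and CXCL10 as its examples, affect how the skin wound heals.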

The effect of CAP on the skin is controversial. The interaction of CAP and TRPV1 can stimulate inflammatory or anti-inflammatory responses (57–60), and also promote cellular proliferation and migration (61,62). However the concentration of CAP is a crucial factor that CAP may impair (at high doses, >100 µM) or improve (at lower doses, <10 µM) wound healing (63,64), not only in the skin but also in the eyes. Sumioka *et al* (65) reported that 10 µM CAP was able to promote corneal wound healing. These results are consistent with the results of the MTT and cell migration assays with different concentrations of CAP (10–100 µM) in the present study. In the present study, using skin fibroblasts and skin wounds in a mouse model, low-dose CAP (10 µM) increased cell migration and induced an anti-inflammatory response. Notably, the rate-limiting stage of chronic wound healing has been found to be the inflammation phase (66). This suggests that inflammatory responses in wounds could be an important step and related to the future development of wound healing treatments (9). As reported by Xu *et al* (67), shortening prolonged inflammation is effective for increasing the wound healing rate. In the present study, 10 µM CAP had a positive effect on skin wound healing. In addition, the decreased levels of TNF-α, IL-6, and CXCL10 in CAP-treated wounds from the IHC results were associated with the controlled inflammatory responses and these molecular changes may improve wound healing. Taken together, CAP had an anti-inflammatory effect in this context.

In addition to prolonged inflammation, poor angiogenesis is also an important factor that impedes successful wound healing (68). Conversely, any biological, pharmaceutical or cell-based therapies that appropriately increase wound vascularity are beneficial for healing cutaneous wounds (69). More specifically, angiogenic capillaries that form a microvascular network throughout the granulation tissue are necessary to heal wounds (70). This is also consistent with the results of the present study with regard to the increased CD31^+^ endothelial cells, which demonstrated that angiogenic capillaries were present at a higher density in the CAP-treated wounds. Neo-vessel formation may be the result of collagen alignment in the wound area that speeds up the local circulation of essential nutrients, immune cells and oxygen to improve wound healing (71,72).

In the present study, the GO and KEGG pathways included numerous genes involved in virus infection (Table SI). This natural product, CAP, further protects the liver by hindering the entry of hepatitis C virus into hepatocytes by decreasing the expression of the claudin family proteins (73). This may explain why, in the present study, the CAP-treated wound contained downregulated genes related to ‘hepatitis C’ (mmu05160 in KEGG pathway) (74,75). Furthermore, the present results from NGS RNA-seq also indicated that several interferons, inducible large GTPases and guanylate binding proteins (GBPs) were downregulated by CAP in wounds. 

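The paper's virus-related terms were not recomputed, and 2 lists of genes written from general knowledge, which are not the member genes of those terms, were tested in their place. The list of interferon response genes, which cells express in answer to interferons or viral RNA, held 55 genes, of which 53 passed the expression filter at day 3. All 53 were lower in the CAP-treated wounds, with log2 differences from −2.37 to −0.01 and a median of −0.94. With median-ratio scaling, quantile normalization or a GC and length correction, 51 of the 53 were lower. At the unadjusted threshold 26 were lower, 48 had an unadjusted p under 0.05, 47 had an adjusted p under 0.05 when adjusted over the list alone, and limma left 0 when adjusted over all genes. For the list as a whole the fry adjusted p was 0.0614 and the exact permutation p was 0.1. Relative to the mean of the sham wounds, the score of the list was −0.54, −1.51 and −1.09 in CAP replicates 1 to 3, and without replicate 1 the fry adjusted p was 0.0156, in a range over all alternatives of 3.02e-40 (camera, preset correlation) to 0.200 (without sham replicate 3). The gene of the list with the smallest p was Phf11d (ENSMUSG00000068245, chromosome 14 from 59347407 to 59365470), which had 9.26 ± 2.07 TPM in the CAP-treated wounds and 26.9 ± 5.63 TPM in the sham wounds (SD, n = 3 in each group), a log2 difference of −1.53 (standard error 0.21, adjusted p = 0.475 from limma). Bst2 followed with 62.0 ± 21.1 against 157 ± 6.53 TPM, a log2 difference of −1.39. The list of 2′-5′-oligoadenylate synthetases, enzymes that double-stranded RNA activates, held 12 genes, of which 10 were tested and 7 are also in the first list. All 10 were lower, 6 of them past the threshold, with a median log2 difference of −1.26 (fry adjusted p = 0.109, exact permutation p = 0.1). When adjusted over the list alone, 7 had an adjusted p under 0.05, and limma left 0 over all genes, where 8 had an unadjusted p under 0.05. Without CAP replicate 1 the fry adjusted p of this list was 0.0181, and the alternatives spanned 4.96e-10 (camera, preset correlation) to 0.285 (without sham replicate 3). Oas1g (ENSMUSG00000066861, chromosome 5 from 120876142 to 120887613) had 6.82 ± 3.31 TPM in the CAP-treated wounds and 22.6 ± 2.51 TPM in the sham wounds (SD, n = 3 in each group), a log2 difference of −1.81, and 65.4% of its 31-base stretches also occur in other genes, most in Oas1a. Oas2, Oas3, Oasl2, Oasl1 and Oas1a had log2 differences of −1.67, −1.53, −1.50, −1.34 and −1.17, and the last 2 fell short of the threshold without CAP replicate 2 (−0.99 and −0.83). Oas1b, Oas1c, Oas1e and Oas1f had log2 differences of −0.80, −0.66, −0.69 and −0.12. The first and the third of these passed the threshold without CAP replicate 1 (−1.17 and −1.04) and were −0.50 and −0.44 without CAP replicate 2, and Oas1f was higher in the CAP-treated wounds without sham replicate 2 (0.07) or CAP replicate 3 (0.05).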

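The genes of 21 interferons were looked up, among them 13 of interferon α, and none reached a mean of 0.3 TPM in either group at day 3. At the constant in place of 0, 15 of them, with all 13 of these, were listed in all 6 libraries. Ifnab, counted apart from the 13, was above the constant in at least 1 library. The highest value of the 21 genes in any library was 0.407 TPM. Without the filter, 6 of the genes could be compared at these low levels, and 2 were lower (Ifng and Ifne) and 4 higher in the CAP-treated wounds, with log2 differences from −0.81 to 0.35. Of the 6, 0 passed the threshold and 0 had an unadjusted p under 0.05 in limma. Of 18 genes of guanylate binding proteins and inducible GTPases, 16 passed the expression filter, and all 16 were lower in the CAP-treated wounds. Their log2 differences ranged from −1.63 to −0.66 with a median of −1.07 (fry adjusted p = 0.0614, exact permutation p = 0.1), and 9 passed the threshold. An unadjusted p under 0.05 was found for 15 of the 16, all 15 had an adjusted p under 0.05 when adjusted over the list alone, and limma left 0 over all genes. The paper's Table II picks 5 of the genes from these samples. In CAP replicates 1 to 3 the score of the list relative to the sham wounds was −0.52, −1.51 and −1.22, and without replicate 1 the fry adjusted p was 0.0141, where the alternatives ran from 3.63e-18 (camera, preset correlation) to 0.200 (without sham replicate 3). Besides the 5 genes of Table II, the threshold was passed by Tgtp1 (−1.63), Tgtp2 (−1.59), Gbp5 (−1.13) and Gvin1 (−1.11). With a pseudocount of 1 TPM, Tgtp1 (−0.996) and Gbp5 (−0.93) fell just short. Without CAP replicate 2, Gbp5 (−0.99) and Gvin1 (−0.90) fell short, and Gbp5 did so without CAP replicate 3 (−0.92). Tgtp1 and Tgtp2 share most of their sequence, as Gvin1 does with other genes, so the values of single members are uncertain. Gbp2 (−0.84), Gbp4 (−0.79), Gbp6 (−0.90), Igtp (−0.91), Irgm1 (−0.86) and Irgm2 (−0.96) were under 2-fold and passed the threshold without CAP replicate 1 (−1.02, −1.18, −1.16, −1.11, −1.09 and −1.14). Gbp6 also passed without sham replicate 1 (−1.005) and Irgm2 without sham replicate 2 (−1.08). Gbp4 was −0.48 without CAP replicate 3. Gbp7 (−0.66) did not pass with any library left out. Gbp2b (0.0298 TPM in the CAP-treated wounds and 0.0805 TPM in the sham wounds) and Gbp11 (0.0984 against 0.342 TPM) did not pass the filter.

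**Figure D2:**
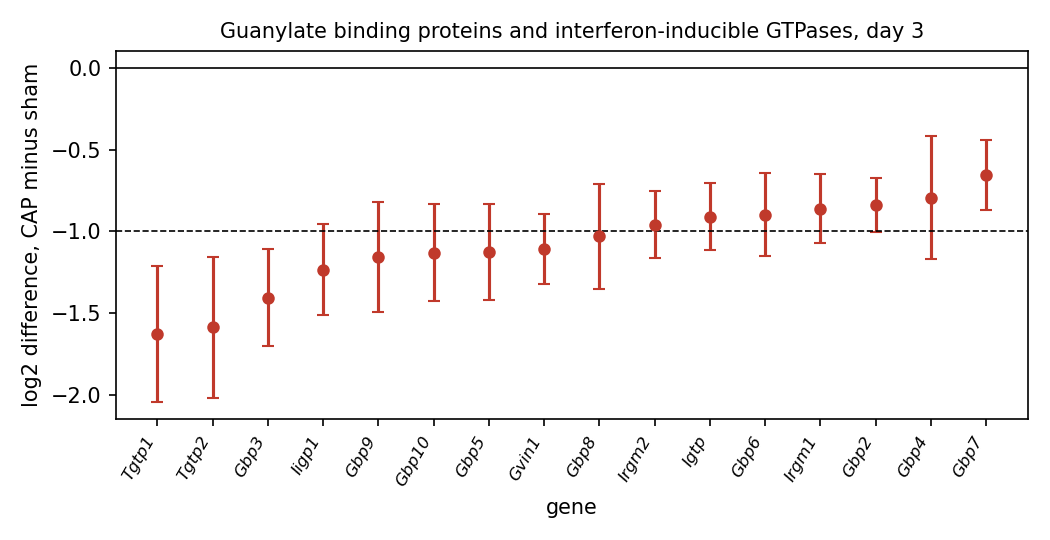
Log2 difference between CAP-treated and sham wounds at day 3 (n = 3 libraries in each group) for the 16 tested genes of guanylate binding proteins and inducible GTPases, with the standard error. All 16 lie below 0, and the dashed line at −1 marks a 2-fold decrease.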

The decreased GBP3 may be associated with a decrease in interferon-g (76), which has been reported to inhibit the formation of new granulation tissue and wound healing (77–79). 

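Gbp3 (ENSMUSG00000028268) lies on chromosome 3 of GRCm38 from 142560026 to 142573209. At day 3 it had 17.1, 7.09 and 10.7 TPM in the CAP-treated wounds and 32.0, 27.6 and 27.8 TPM in the sham wounds. The means were 11.6 ± 5.09 TPM and 29.1 ± 2.51 TPM (SD, n = 3 in each group), a log2 difference of −1.41 (standard error 0.30, unadjusted p = 0.00221 from limma, p = 0.1 in the exact permutation test). With each library left out in turn the log2 difference stayed between −1.73 and −1.10 and past the threshold. Ifng, the gene of interferon-γ (ENSMUSG00000055170, chromosome 10 from 118441046 to 118445892), had 0.0735 ± 0.0772 TPM in the CAP-treated wounds and 0.215 ± 0.175 TPM in the sham wounds (SD, n = 3 in each group). It did not pass the filter, and the groups overlapped (exact permutation p = 0.3). Without the filter its log2 difference was −0.81 (unadjusted p = 0.179 from limma, beside the same permutation p of 0.3), and at this level 3 libraries per group leave a difference in Ifng open.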

Further studies will be required to dissect the effect of CAP, capillary angiogenesis and interferon-γ interactions on wound healing in skin fibroblasts or wounds *in vivo*.

One limitation of the present study is that there is a substantial difference between human and mouse skin (80). The major difference, the loose skin of mice, makes wound healing predominantly occur by contraction, whether the wounds are treated with or without CAP. Instead, the microenvironment of wounds was analyzed in the present study to evaluate the efficacy of CAP treatment. Furthermore, the splinting model may also be used in the future, as it is an easy, standardizable and replicable model for human-like wound healing (81).

The results of the present study may be useful in the design and development of novel processes, technologies or drugs for improved management of wound care. In conclusion, CAP facilitated wound healing by attenuating inflammatory response, increasing angiogenic capillaries and collagen deposition, and decreasing interferon inducible large GTPases, and has a potential application as a therapeutically natural pungent ingredient for wound healing, even for wounds with potentially severe or prolonged inflammation.

## Supplementary Material

Supporting Data

Supporting Data

## Figures and Tables

**Figure 1.**
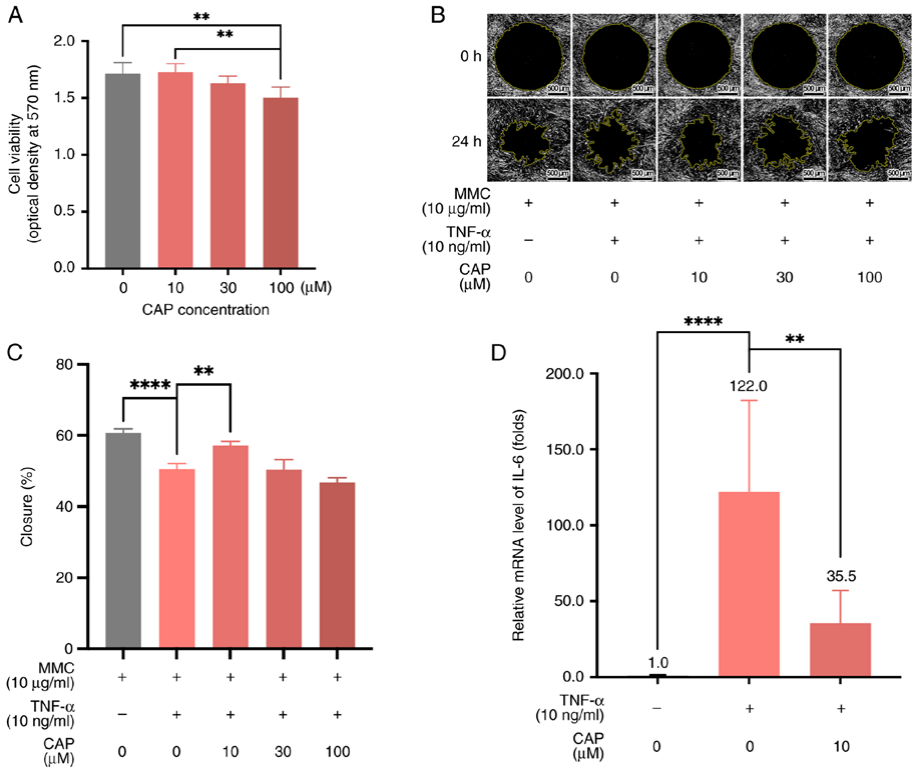
Changes in Hs68 cell characteristics in the presence of CAP. Hs68 cell characteristics were examined following treatment of cells with different CAP concentrations (A) Cell viability, (B) migration (cells were also treated with MMC and TNF-α) and (C) percentage closure based on the cell migration assay were determined. (D) Relative mRNA levels of IL-6 in Hs68 cells treated with TNF-α and CAP. Scale bar, 500 µm. **P<0.01, ****P<0.0001. CAP, capsaicin; IL-6, interleukin 6; MMC, mitomycin C; TNF-α, tumor necrosis factor-α.

**Figure 2.**
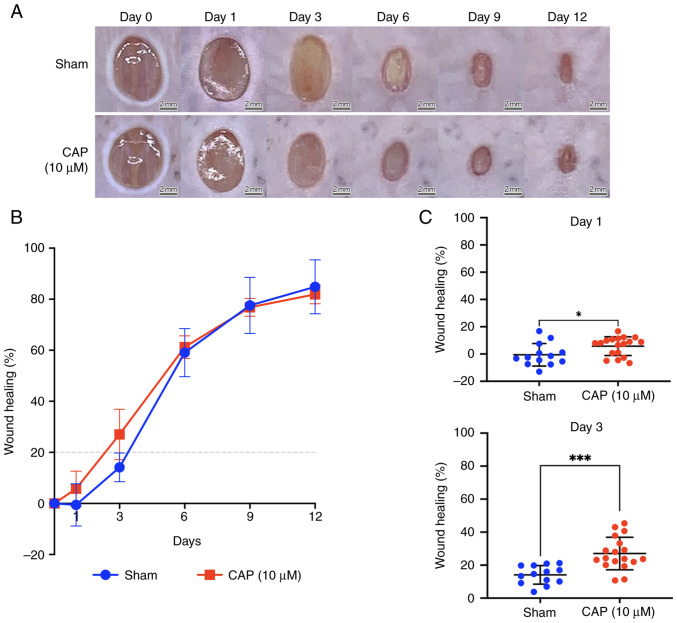
Improvement of wound healing *in vivo* by CAP treatment. (A) Representative images for sham and CAP-treated wounds. Images were captured post-injury at days 0, 1, 3, 6, 9 and 12. Scale bar, 3 mm. (B) Relative percentage of wound healing. Closure areas were determined by ImageJ software and wound healing was calculated relative to the area at day 0. (C) Healing percentage for each wound at days 1 and 3. Sham, n=13 and CAP, n=18. *P<0.05, ***P<0.001 (Student's independent t-test). CAP, capsaicin.

**Figure 3.**
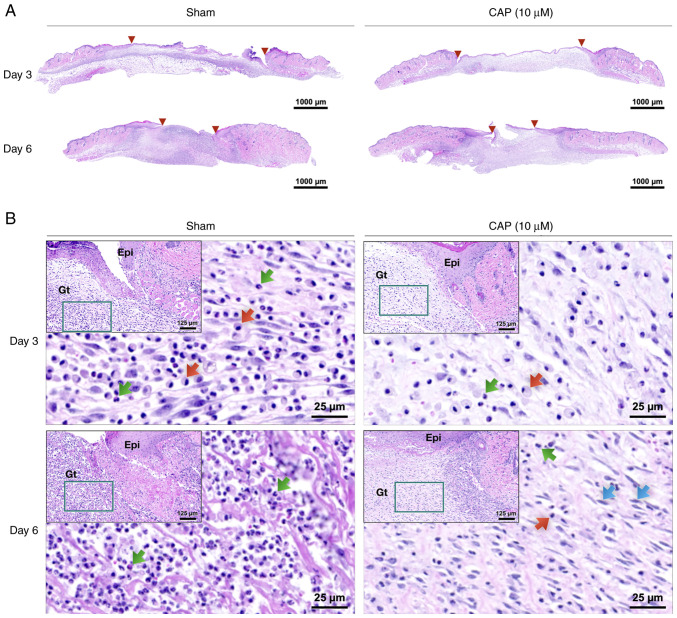
Histological difference between wounds with and without CAP treatment. (A) Sections with hematoxylin and eosin staining of wounds. Red arrowheads indicate the wound region. Scale bar, 1,000 µm. (B) Higher magnification images of the righthand side of the wound edge. Scale bar, 125 µm. The insets (dark green square) indicate the area shown in the highest magnification image (scale bar, 25 µm) at the wound edge. Green arrows indicate polymorphonuclear neutrophils, red arrows indicate monocytes/macrophages and blue arrows indicate fibroblasts. CAP, capsaicin; Epi, epidermis; Gt, granulation tissue.

**Figure 4.**
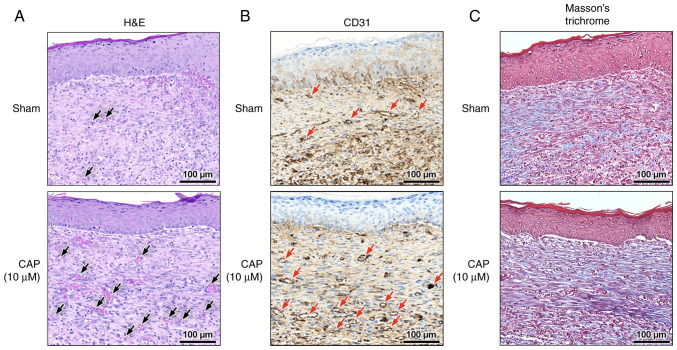
Blood vessel maturation and collagen deposition in wound healing at day 12. (A) Histological sections of blood vessel and (B) immunohistochemical staining of CD31. Red arrows indicate the blood vessels and CD31^+^ endothelial cells, respectively. (C) Collagen alignment indicated by Masson's trichrome stain. Sham wounds were treated with only pluronic F127. Scale bar, 100 µm. CAP, capsaicin; H&E, hematoxylin and eosin.

**Figure 5.**
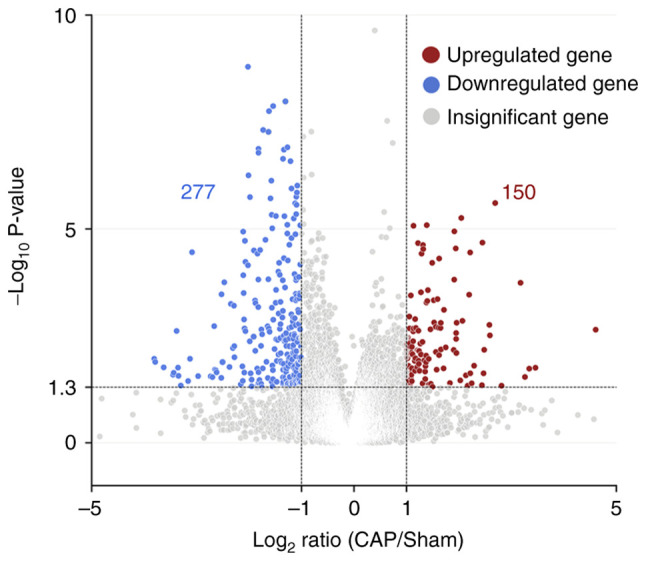
Volcano plot showing the differential pattern of CAP-related genes at day 3. The differentially expressed genes following CAP treatment in wounds at day 3 were explored using next generation RNA-sequencing. Gene annotations of all 427 (150+277) candidates were obtained using the Database for Annotation, Visualization, and Integrated Discovery bioinformatics resources. Red circles indicate upregulated genes with P<0.05 and FC>2.0, blue circles indicate downregulated genes with P<0.05 and FC<0.5, and gray circles indicate genes without significant changes. CAP, capsaicin; FC, fold change.

**Figure 6.**
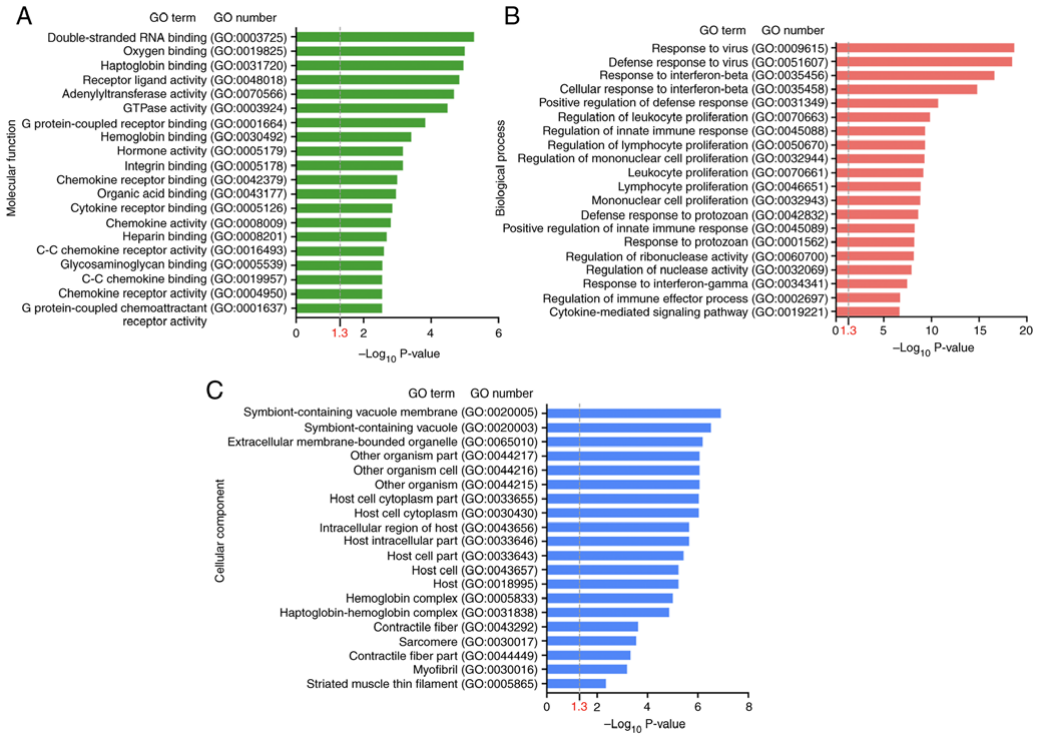
Top 20 GO terms in different categories. (A) Molecular functions, (B) biological processes and (C) cellular components significantly enriched in wounds after 3 days of capsaicin treatment. All GO terms had a P-value <0.05 (−Log_10_P>1.3). GO, Gene Ontology.

**Figure 7.**
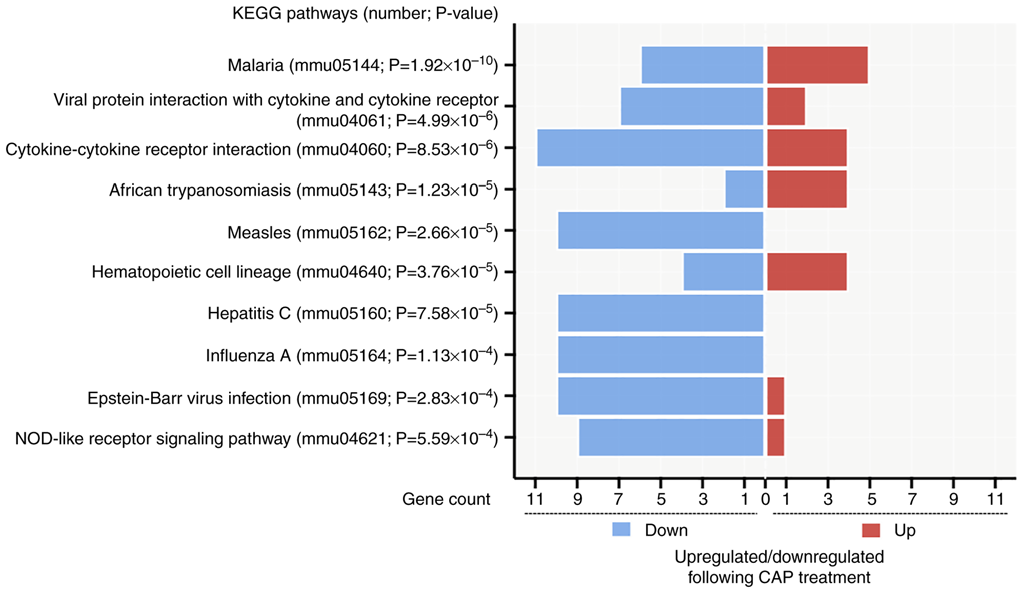
KEGG pathways related to CAP treatment in wound healing. Upregulation/downregulation following CAP treatment is indicated at the bottom of the plot. CAP, capsaicin; Down, downregulated; Up, upregulated; KEGG, Kyoto Encyclopedia of Genes and Genomes; NOD, nucleotide oligomerization domain.

**Figure 8.**
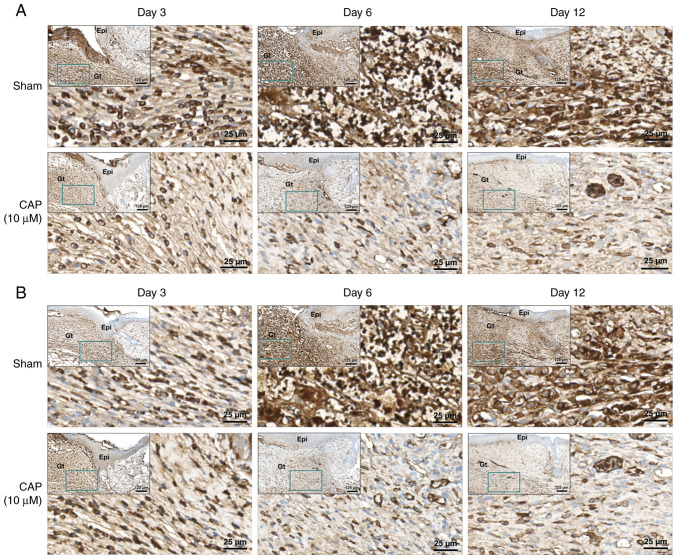
Immunohistochemical staining of CAP-treated wounds. Wound tissues were stained using (A) anti-interleukin 6 and (B) anti-C-X-C motif chemokine ligand 10 antibodies on days 3, 6 and 12 of wound healing. The images at lower magnification (scale bar, 125 µm) are of the righthand side edge of the wound and the insets (dark green square) indicate the location of the highest magnification (scale bar, 25 µm) images in the wound edge. CAP, capsaicin; Epi, epidermis; Gt, granulation tissue.

**Table I.** GO term enrichment analysis of DEGs associated with inflammatory responses in capsaicin-treated wounds.

Category	GO term	GO number	P-value
Biological process	Response to interferon-beta	GO:0035456	2.47×10^−17^
	Cellular response to interferon-beta	GO:0035458	1.58×10^−15^
	Regulation of leukocyte proliferation	GO:0070663	1.39×10^−10^
	Regulation of innate immune response	GO:0045088	4.60×10^−10^
	Regulation of lymphocyte proliferation	GO:0050670	4.65×10^−10^
	Regulation of mononuclear cell proliferation	GO:0032944	5.33×10^−10^
	Leukocyte proliferation	GO:0070661	6.94×10^−10^
	Lymphocyte proliferation	GO:0046651	1.33×10^−9^
	Mononuclear cell proliferation	GO:0032943	1.48×10^−9^
	Positive regulation of innate immune response	GO:0045089	5.71×10^−9^
	Response to interferon-gamma	GO:0034341	3.46×10^−8^
	Regulation of immune effector process	GO:0002697	1.92×10^−7^
	Cytokine-mediated signaling pathway	GO:0019221	2.21×10^−7^
Molecular function	Chemokine receptor binding	GO:0042379	1.01×10^−3^
	Cytokine receptor binding	GO:0005126	1.41×10^−3^
	Chemokine activity	GO:0008009	1.57×10^−3^
	C-C chemokine receptor activity	GO:0016493	2.49×10^−3^
	Chemokine receptor activity	GO:0004950	2.80×10^−3^
	C-C chemokine binding	GO:0019957	2.80×10^−3^
Cellular component	Symbiont-containing vacuole membrane	GO:0020005	1.23×10^−7^
	Symbiont-containing vacuole	GO:0020003	3.04×10^−7^
	Extracellular membrane-bounded organelle	GO:0065010	6.51×10^−7^
	Other organism	GO:0044215	8.55×10^−7^
	Other organism cell	GO:0044216	8.55×10^−7^
	Other organism part	GO:0044217	8.55×10^−7^
	Host cell cytoplasm	GO:0030430	9.14×10^−7^
	Host cell cytoplasm part	GO:0033655	9.14×10^−7^
	Host intracellular part	GO:0033646	2.23×10^−6^
	Intracellular region of host	GO:0043656	2.23×10^−6^
	Host cell part	GO:0033643	3.72×10^−6^
	Host	GO:0018995	5.89×10^−6^
	Host cell	GO:0043657	5.89×10^−6^

GO, Gene Ontology; DEGs, differentially expressed genes.

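The remaining genes that the paper selected from the GO terms were compared at day 3 in the same way. Arg1 (ENSMUSG00000019987, chromosome 10 from 24915221 to 24927484), which encodes arginase, had 523, 1390 and 2057 TPM in the CAP-treated wounds and 681, 341 and 322 TPM in the sham wounds. The log2 difference was 1.44 (standard error 0.53, unadjusted p = 0.0306 from limma, p = 0.2 in the exact permutation test), so that Arg1 was higher with CAP at the unadjusted threshold. It fell short of the threshold in a joint fit of all 12 libraries (1.44), with the replicate block (1.44), and without sham replicate 2 (1.29), sham replicate 3 (1.25), CAP replicate 2 (1.30) or CAP replicate 3 (1.02). Gpnmb (ENSMUSG00000029816, chromosome 6 from 49036546 to 49070929) had 1462 ± 1104 TPM in the CAP-treated wounds and 319 ± 34.2 TPM in the sham wounds (SD, n = 3 in each group), a log2 difference of 1.86 (standard error 0.57, adjusted p = 0.643 from limma). Its 3 CAP values, 456, 1287 and 2643 TPM, spread widely, and it passed the threshold with each of the 6 libraries left out in turn. Tlr9 (ENSMUSG00000045322, chromosome 9 from 106222598 to 106226883) had 7.93 ± 3.53 against 16.0 ± 2.15 TPM, a log2 difference of −1.10, and −0.71 without CAP replicate 3. Cd40 (ENSMUSG00000017652, chromosome 2 from 165055627 to 165072948) had 5.61 ± 0.0742 against 11.7 ± 3.94 TPM (standard error of the log2 difference 0.24), and passed the threshold without sham replicate 2 (−1.24). Igf2 (ENSMUSG00000048583, chromosome 7 from 142650766 to 142666816) had 6.27 ± 4.78 against 14.0 ± 0.393 TPM, a log2 difference of −1.42 (standard error 0.50), and 76.0% of its 31-base stretches also occur in Gm49394 or other genes. Its difference passed the threshold without CAP replicate 1 and fell short without sham replicate 1 (−1.42), sham replicate 2 (−1.44), sham replicate 3 (−1.40), CAP replicate 2 (−1.35) or CAP replicate 3 (−0.91). Slc4a1, the anion exchanger of red blood cells, had 0.404 ± 0.0770 TPM in the CAP-treated wounds and 0.0670 ± 0.0623 TPM in the sham wounds (SD, n = 3 in each group). It did not pass the filter, and without the filter it was higher past the threshold.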

**Table II.** Enriched genes from the Gene Ontology analysis with differential expression in CAP-treated wounds.

Gene name	NCBI gene ID	Upregulated or downregulated in CAP-treated wounds
GBP3	55932	Downregulated
IIGP1	60440	Downregulated
GBP10	626578	Downregulated
GBP8	76074	Downregulated
GBP9	236573	Downregulated
IL-6	16193	Downregulated
ARG1	11846	Downregulated
TLR9	81897	Downregulated
CCR2	12772	Downregulated
CD40	21939	Downregulated
TNFSF4	22164	Downregulated
IGF2	16002	Downregulated
SLC4A1	20533	Upregulated
GPNMB	93695	Upregulated
CXCL10	15945	Downregulated

ARG1, arginase, liver; CAP, capsaicin; CCR2, chemokine (C-C motif) receptor 2; CXCL10, C-X-C motif chemokine ligand 10; GBP3, guanylate binding protein 3; GBP8, guanylate-binding protein 8; GBP9, guanylate-binding protein 9; GBP10, guanylate-binding protein 10; GPNMB, glycoprotein (transmembrane) nmb; IGF2, insulin-like growth factor 2; IIGP1, interferon inducible GTPase 1; IL-6, interleukin 6; NCBI, National Center for Biotechnology Information; SLC4A1, solute carrier family 4 (anion exchanger), member 1; TLR9, toll-like receptor 9; TNFSF4, tumor necrosis factor (ligand) superfamily, member 4.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220619) with Accession Number GSE220619.

## Abbreviations

CAP: capsaicin
TNF-α: tumor necrosis factor-α
IL-6: interleukin 6
CXCL10: C-X-C motif chemokine ligand 10

# Supplementary material for: Improvement of wound healing by capsaicin through suppression of the inflammatory response and amelioration of the repair process
**Source:** Mol Med Rep. 2023 Jun 30;28(2):155. doi: 10.3892/mmr.2023.13042

Figure S1. Immunohistochemical staining of CAP-treated wounds for TNF- $\alpha$ . Wound tissues were stained using an anti-TNF- $\alpha$  antibody on days 3, 6 and 12. The images at lower magnification (scale bar, 125  $\mu$ m) are of the righthand side edge of the wound and the insets (dark green square) indicate the location of the highest magnification (scale bar, 25  $\mu$ m) images in the wound edge. CAP, capsaicin; Epi, epidermis; Gt, granulation tissue; TNF- $\alpha$ , tumor necrosis factor- $\alpha$ .

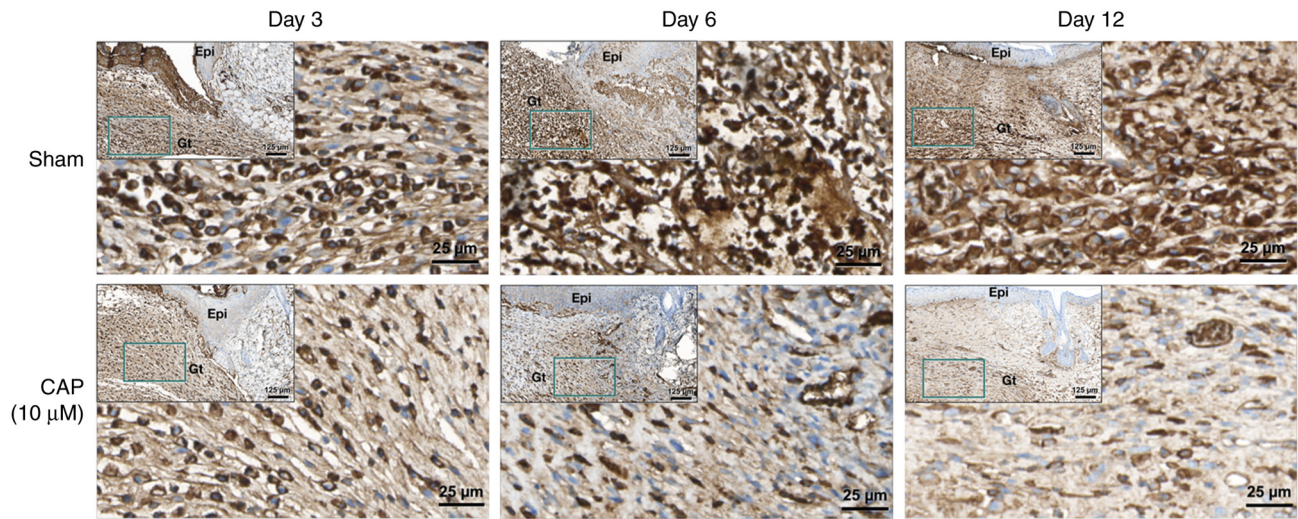

Figure S2. Quantification of the histological difference between wounds with and without CAP treatment. The cell densities of PMNs and MMs per mm<sup>2</sup> were determined on (A) day 3 and (B) day 6. Two independent pathologists reviewed and evaluated the sections of hematoxylin and eosin-stained wounds. \*P<0.05; \*\*P<0.01. CAP, capsaicin; MM, monocyte/macrophage; PMN, polymorphonuclear neutrophil.

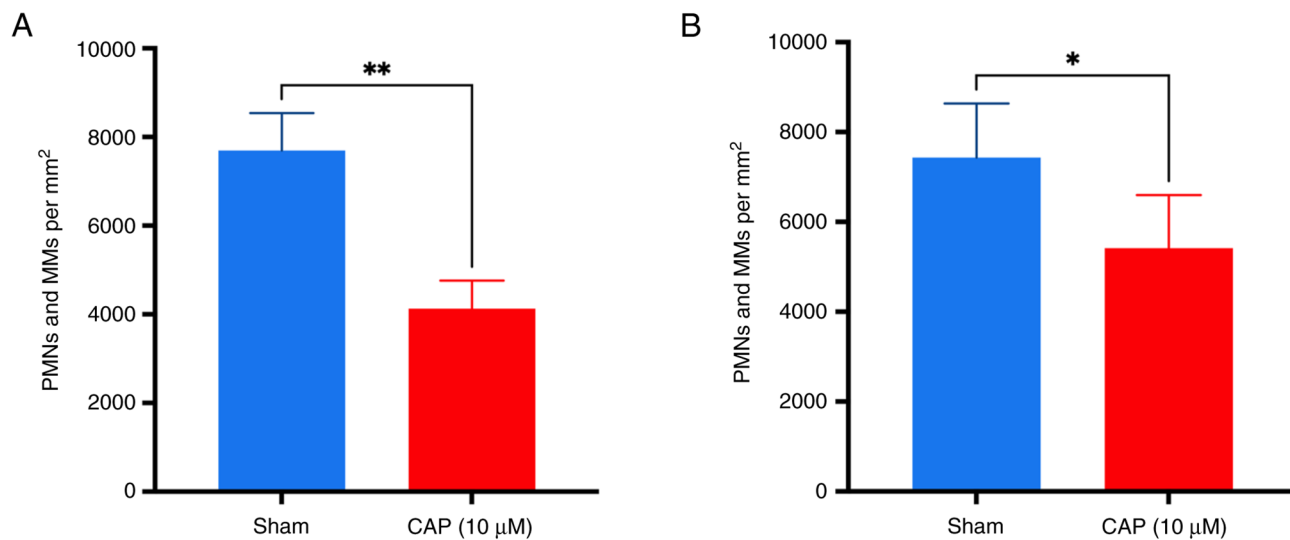

Figure S3. Quantification of the histological difference between wounds with and without CAP treatment. (A) Cell densities of CD31<sup>+</sup> cells per mm<sup>2</sup>, and percentages of collagen deposition on (B) day 3, (C) day 6 and (D) day 12 were determined. Representative images of collagen deposition are provided alongside the bar charts. The images for day 12 are the same images shown in Fig. 4C but at a higher magnification. Scale bar, 50  $\mu$ m. Two independent pathologists reviewed and evaluated the sections with immunohistochemical staining and the Masson's trichrome-stained wounds. \*P<0.05; \*\*\*P<0.001. CAP, capsaicin.

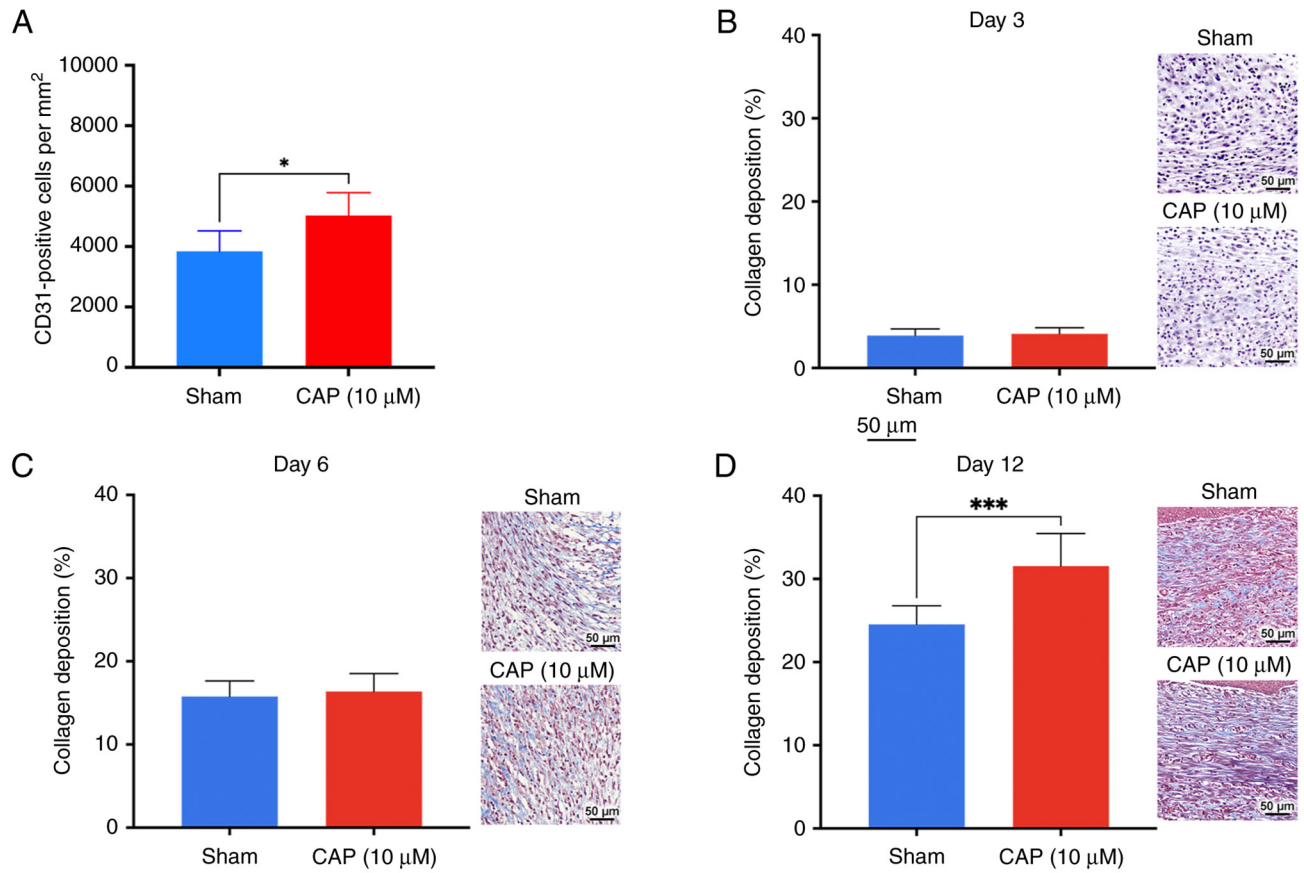

Figure S4. Quantification of the immunohistochemical staining in wounds with and without CAP treatment. The cell densities of IL-6<sup>+</sup> cells per mm<sup>2</sup> were determined on (A) day 3, (B) day 6 and (C) day 12. Two independent pathologists reviewed and evaluated the wound sections with immunohistochemical staining. \*P<0.05; \*\*P<0.01. CAP, capsaicin; IL-6, interleukin 6.

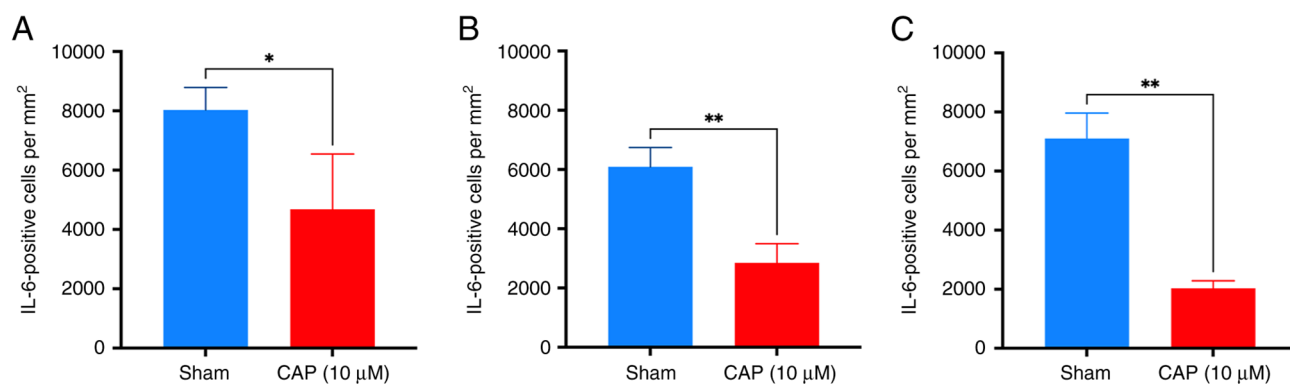

Figure S5. Quantification of the immunohistochemical staining of wounds with and without CAP treatment. The cell densities of CXCL10<sup>+</sup> cells per mm<sup>2</sup> were determined on (A) day 3, (B) day 6 and (C) day 12. Two independent pathologists reviewed and evaluated the wound sections with immunohistochemical staining. \*P<0.05; \*\*P<0.01. CAP, capsaicin; CXCL10, C-X-C motif chemokine ligand 10.

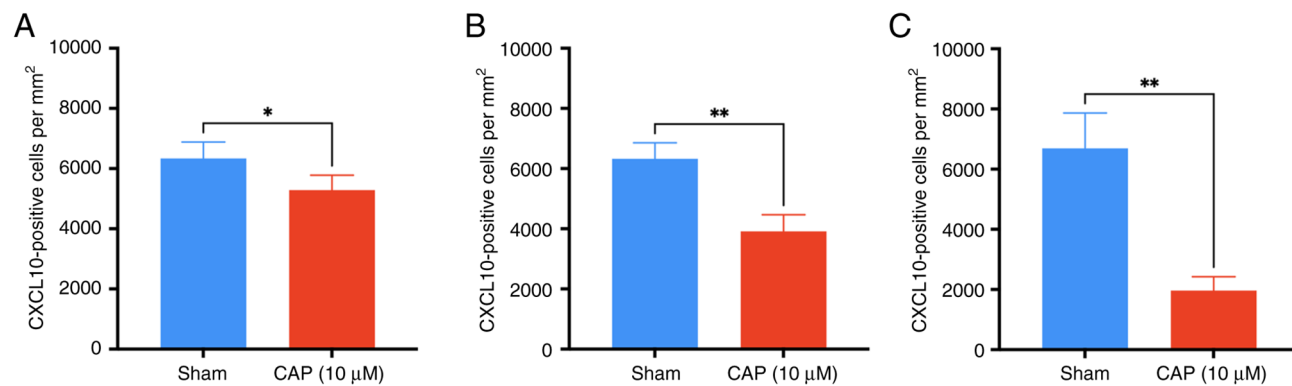

**Supplement:** Supporting Data

# Supplementary material for: Improvement of wound healing by capsaicin through suppression of the inflammatory response and amelioration of the repair process
**Source:** Mol Med Rep. 2023 Jun 30;28(2):155. doi: 10.3892/mmr.2023.13042
**Supplement:** Supporting Data

Table SI. 

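The table lists terms that the authors found enriched among the genes that differed at day 3, by category, with the P-value of each term. The terms rest on the authors' clusterProfiler analysis, which was not recomputed here, and the table does not name the genes behind each term. The term on double-stranded RNA binding is a molecular function that oligoadenylate synthetases carry out, and GTPase activity is one that guanylate binding proteins carry out. Oxygen binding is the function of hemoglobin. At day 3 the hemoglobin genes were higher in the CAP-treated wounds. Hba-a1 (ENSMUSG00000069919, chromosome 11 from 32283511 to 32284465) had 781 ± 81.0 TPM against 184 ± 33.0 TPM in the sham wounds (SD, n = 3 in each group), a log2 difference of 2.098 (standard error 0.15, adjusted p = 0.0258 from limma). Hba-a2 had 860 ± 79.2 against 200 ± 38.1 TPM (log2 difference 2.12), Hbb-bt 309 ± 18.0 against 75.2 ± 16.4 TPM (2.06) and Hbb-bs 606 ± 43.8 against 144 ± 40.0 TPM (2.11). Each of the 4 was higher in 3 of 3 CAP-treated libraries than in any sham library. The copies share sequence, and 71.5%, 91.0%, 59.4% and 66.9% of the 31-base stretches of Hba-a1, Hba-a2, Hbb-bt and Hbb-bs also occur in other genes, so the values of single copies are uncertain. Of a list of 13 erythroid genes, 7 passed the expression filter, 6 were higher in the CAP-treated wounds and 5 passed the threshold, all 5 with an adjusted p under 0.05 over the list alone and 3 over all genes. The list's fry adjusted p was 0.00610 and its exact permutation p was 0.1, and in a joint fit of all 12 libraries the fry adjusted p was 0.0580. Camera gave the lowest and the highest adjusted p over the alternatives, 1.20e-17 with its preset correlation and 0.134 with an estimated one. Without CAP replicate 2 or CAP replicate 3 the list lost its call, with a fry adjusted p of up to 0.0543.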

Top 10 significant terms with regard to virus infection in GO and KEGG pathways.

| Category                | Term                                                          | Number     | P-value                |
|-------------------------|---------------------------------------------------------------|------------|------------------------|
| GO - biological process | Response to virus                                             | GO:0009615 | $2.03 \times 10^{-19}$ |
|                         | Defense response to virus                                     | GO:0051607 | $3.42 \times 10^{-19}$ |
| GO - molecular function | Double-stranded RNA binding                                   | GO:0003725 | $5.30 \times 10^{-6}$  |
|                         | Oxygen binding                                                | GO:0019825 | $1.00 \times 10^{-5}$  |
|                         | GTPase activity                                               | GO:0003924 | $3.24 \times 10^{-5}$  |
| KEGG                    | Viral protein interaction with cytokine and cytokine receptor | mmu04061   | $4.99 \times 10^{-6}$  |
|                         | Measles                                                       | mmu05162   | $2.66 \times 10^{-5}$  |
|                         | Hepatitis C                                                   | mmu05160   | $7.58 \times 10^{-5}$  |
|                         | Influenza A                                                   | mmu05164   | $1.13 \times 10^{-4}$  |
|                         | Epstein-Barr virus infection                                  | mmu05169   | $2.83 \times 10^{-4}$  |

---

GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

---

How the deposited data were processed for this re-analysis (not part of the article)

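RNA of mouse skin wounds was sequenced by the authors at day 3 and day 6 after wounding, in wounds treated with Pluronic F127 gel alone (sham group) and with 10 µM CAP in the gel. The libraries were made with the SureSelect XT HS2 mRNA kit, sequenced as paired-end reads and converted with bcl2fastq. The authors estimated expression with StringTie and deposited 12 tables, 1 per library, with TPM for 55487 genes each. All tables list the same genes with their symbols and coordinates, which for 54777 genes were those of GENCODE M21 on GRCm38. They hold 0 other columns of per-sample values. The values were tested as TPM: each column sums to between 1000003.08 and 1000003.23, and 0.0001 stands in place of 0. The authors' comparison with DESeq or DESeq2 and their clusterProfiler analysis are later steps that the tables do not include.

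The depth of the libraries is not carried by TPM and is unknown. Counting error could therefore not be given for any value, and the precision rests on the spread between 3 libraries per group. At 0.3 TPM or more, each library had between 18533 and 19325 genes. The 10 most abundant genes held 8.27% to 14.1% of the TPM of a library, and mitochondrial genes 5.21% to 6.56%.

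Samples were grouped by treatment and day, with 3 libraries in each of 4 groups, and each library was taken as a replicate. Mice carried 2 wounds each, and whether libraries share a mouse is not known. If some do, the spread between them is too small a measure of the spread between mice. In all, 3 comparisons were made: CAP against sham at day 3, the same at day 6, and the difference between the 2 effects. Genes with a mean of at least 0.3 TPM in both groups were tested at each day, and genes with such a mean in at least 1 of the 4 groups in the comparison of the days. Values were put on the scale log2(TPM + 0.1). The fit was made with limma 3.58.1 in R 4.3.3, with an intensity trend and without robust estimation, and p values were adjusted by the Benjamini-Hochberg method. A gene counted as past the threshold at an unadjusted p under 0.05 and a difference of at least 2-fold, which is the paper's threshold. For single genes and for list scores, an exact permutation test over all divisions of 6 libraries into 3 and 3 was also made, 2-sided, with 0.1 as the smallest p it can give. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the tables and drew the figures.

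The design had assumed read counts. It named limma on log2(TPM + 0.1) for tables of normalized values, and because the tables hold TPM, that part of the design was used.

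Lists of genes were tested with fry, which keeps the correlation between genes, and the p values were adjusted over the 15 lists tested at each day. The lists taken from the paper, chosen on the day 3 samples, are in this family and can lower the adjusted p of the others. The 16 lists were written from the paper or from general knowledge. They are the 15 genes of Table II, the 15 genes named from the cytokine-cytokine receptor interaction pathway, interferon response genes, guanylate binding proteins and inducible GTPases, oligoadenylate synthetases, interferons, and markers of neutrophils, monocytes and macrophages, endothelial cells, collagen and matrix, skeletal muscle, erythroid cells, keratinocytes, hair follicles, adipocytes, and T and NK cells. The list of interferons had no gene past the filter and was not tested. A platelet list and a list of late epidermal differentiation were added later and tested apart from the others. The set test camera was run as an alternative, with its preset correlation of 0.01 and with a correlation estimated from the data.

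The genes named in the text were chosen by a rule. It takes every gene the paper names from its RNA-seq data, the members of the guanylate binding protein, inducible GTPase, oligoadenylate synthetase and interferon lists where a sentence is about them, Tnf, Pecam1, Trpv1 and Ifng, the leading members of a list by p, and per day and direction the 5 genes with the smallest unadjusted p among those past the threshold whose groups do not overlap. The gene lists, the rule, the comparisons, the test and the threshold were fixed before the data were examined, as were these alternatives: a pseudocount of 1 TPM, no filter beyond a value above 0 in the libraries compared, a joint fit of all 12 libraries, the replicate number as a block, both forms of camera, and leaving out each library in turn. A pseudocount of 0.01 TPM, a filter of 0.3 TPM in every library, median-ratio scaling, quantile normalization, and a loess correction of each library for GC content and transcript length were chosen after seeing the data.

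For the sequence shared between genes, the 31-base stretches of each named gene's transcripts were looked up in all other transcripts of the reference annotation. For the GC and length correction, 55450 genes had a sequence, with 100% of the interferon response list among them.

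The comparison was tested on simulated data with the same genes, means and spreads as the deposited values, in which the genes vary independently of each other. Of 200 genes changed by a log2 difference of 2, 183 passed the filter at day 3 and 182 at day 6. The unadjusted threshold recovered 97.8% and 97.3% of them, and the adjusted p 83.1% and 87.4%. Over 50 simulated sets per day without any change, a median of 121 genes passed the unadjusted threshold at day 3 and 149 at day 6, with highest counts of 148 and 173.

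The GO and KEGG enrichment of the paper was not recomputed, because the annotation of terms was not used here. The staining, cell culture and wound size measurements of the paper were not analysed here.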

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

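Several comparisons were chosen only after the results were seen. These were the adjustment over the 25 genes the paper names, the list of late epidermal differentiation and the day 6 genes named outside the rule. They also include the comparison of Gm13306 with Ccl27b, and those of adipocyte with endothelial and with neutrophil genes. The tests of other splits, GC content, blood and shared reads were written before their results. For shared reads, the set of summed copies was extended after a first sum was seen.

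Among the 25 genes that the paper names from its day 3 RNA-seq data and that could be tested, Gm13306 and Ppbp had the smallest p values for a difference between the days in the effect of CAP. Over all genes neither passed, with an adjusted p of 0.428 from limma for both. Over the 25 genes the adjusted p values were 0.00893 and 0.0195, but the paper chose these genes for their change at day 3 in the same libraries, and the difference between the days uses that change again, so the smaller family favours a call and is no evidence that the effects differ. The effect on Gm13306 was 2.88 on the log2 scale at day 3 and −0.84 at day 6, a difference of −3.71, which stayed between −4.15 and −3.02 with each library left out. The day 6 value alone rests on single libraries, with −0.14 without sham replicate 1 and −1.27 without sham replicate 2. For Ppbp, the gene of pro-platelet basic protein, it was 1.19 and −1.15, a difference of −2.34. That difference ranged from −2.81 to −2.08 with each library left out, and its adjusted p over the 25 genes was above 0.05 without sham day 3 replicate 2 (−2.08), sham day 3 replicate 3 (−2.14), CAP day 3 replicate 2 (−2.14), sham day 6 replicate 3 (−2.14) or CAP day 6 replicate 1 (−2.24). All 3 CAP-treated libraries had more Gm13306 than any sham library at day 3, and all 3 had less Ppbp than any sham library at day 6. Reads moved between near-identical copies were weighed for Gm13306. The summed TPM of Gm13306 and its 4 listed copies of Ccl27a and Ccl27b had a log2 difference of 0.25 at day 3. The other 4 copies had 182 ± 39.6 TPM in the CAP-treated wounds and 186 ± 7.16 TPM in the sham wounds (SD, n = 3 in each group; exact permutation p = 1), and the sum was above every sham library in 2 of 3 CAP-treated libraries. A first sum over 3 of the copies had come out in favour of shared reads, and 2 further entries of Ccl27a were added after that sum was seen. The ratio of Gm13306 to Ccl27b was 0.225, 0.147 and 0.063 in the sham wounds at day 3 and between 0.931 and 1.03 in the other 9 libraries. Shared reads and a change in the gene itself cannot be told apart for Gm13306, because the spread of the sum exceeds its difference. For Ppbp a change in the amount of blood was not separated from a change in the gene, and a biological difference between the days stays open and untested for both.

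The paper reports RNA-seq results for day 3 only, and the libraries of day 6 held more genes past the same threshold. Of 18323 genes tested at day 6, 268 were higher and 429 lower in the CAP-treated wounds, 697 in all, and 553 of them (79.3%) are annotated as protein coding. An unadjusted p under 0.05 was found for 3517 genes, where chance gives 916, and limma left 0 genes with an adjusted p under 0.05, the lowest being 0.205. In 4768 genes (26.0%) the groups did not overlap, where chance gives 10%. Of the 10 splits of the 6 libraries into 3 and 3, only the real one, 1 of 10, gave as many genes at day 6, and the other splits gave 54 to 270. At day 3 the real split was also the only one of its 10, 1 of 10, to give as many as 290 genes, and the others gave 74 to 207. In 50 simulated sets of libraries per day without any difference, a median of 149 and at most 173 genes passed at day 6, but the simulated genes vary independently of each other, and 3 of the 9 other splits of the day 6 libraries gave more (253 to 270). With 10 splits chance cannot be excluded at either day. In the test of the difference between the days, 994 genes passed the unadjusted threshold, and of 100 labellings drawn from 200, 9 gave as many, the real one included, so for that count chance is not excluded. GC content or transcript length as the reason for the larger count at day 6 is argued against, since 680 genes passed after the correction, against 273 at day 3. The libraries weigh unequally. Without CAP replicate 2 the counts at day 6 were 140 higher and 171 lower, without CAP replicate 3 they were 458 and 1025 with 1430 genes past the adjusted p, and without sham replicate 1 they were 259 and 253. The direction also depends on scaling. The median of all genes was −0.12 at day 6 and moved to −0.01 with median-ratio scaling, to 0.00 with quantile normalization and to −0.01 with the GC and length correction, and 57.5%, 62.5% and 58.7% of the genes past the threshold were then higher, against 38.5%.

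By the rule for named genes, the higher genes at day 6 included Oas1f (135 ± 27.8 TPM with CAP and 51.4 ± 1.77 TPM in the sham wounds, log2 difference 1.37), Aox4 (1.87), Serpinb12 (1.69) and Gm43735 (1.80). Gm43735 is annotated as antisense and overlaps 4930511M18Rik on the other strand, so without information on strand its value can hold reads of that gene. Oas1f and Aox4 also overlap 1 other gene each, and Lmcd1 overlaps 2. The lower genes were Fos (98.9 ± 21.4 against 202 ± 11.3 TPM, −1.05), Lmcd1 (−1.20), Mmp9 (87.5 ± 13.4 against 203 ± 48.7 TPM, −1.19), Ccl20 (−1.89) and Lif (−1.64; SD, n = 3 for all). Each had an adjusted p of 0.205 from limma and an exact permutation p of 0.1. Of these genes, Fos fell short of the threshold in a joint fit of all 12 libraries (−1.05), with median-ratio scaling (−0.94), quantile normalization (−0.99) or the GC and length correction (−0.93), and without CAP replicate 2 (−0.93). Whether depth differed between the groups could not be tested. The CAP-treated libraries of day 6 varied most, with 19544, 40801 and 16989 TPM of Krt10 in replicates 1 to 3. A biological effect of CAP at day 6 stays open beside chance.

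The erythroid genes, outside those the paper discusses, were higher in the CAP-treated wounds at day 3. The median log2 difference of the 7 tested genes was 2.098. The scores of the list relative to the sham mean were 1.52, 1.48 and 1.48 in CAP replicates 1 to 3. Without the filter the median was 1.37 with 9 of 12 higher, and the difference between the days had a median of −2.09. Without CAP replicate 2 or CAP replicate 3 the list was not past its adjusted threshold, with fry adjusted p values over the left-out libraries from 6.08e-04 to 0.0543. At day 6 all 7 genes were lower, with a median of −1.12 (fry adjusted p = 0.288, exact permutation p = 0.3), which was −0.70 without sham replicate 3, −0.57 without CAP replicate 2 and −1.70 without CAP replicate 3, and the difference between the days had a median of −3.19 over 9 genes (fry adjusted p = 0.0992). More blood left in the excised CAP-treated wounds was weighed with a list of platelet genes, of which 6 were tested. At day 3 their median log2 difference was −0.26 (mean −0.05, fry p = 0.470, exact permutation p = 0.9). The rule written beforehand would have counted this against blood, but the members went both ways, with 4 lower and 2 higher, and without the filter the median was 0.31. At day 6 the median was −0.57 with 5 of 6 lower (fry p = 0.145, exact permutation p = 0.1), short of what the rule asked for. Without CAP replicate 2 the day 6 median was −0.23, and without the filter it was −0.27 with 10 of 14 lower. With median-ratio scaling, quantile normalization or the GC and length correction, 4 of the 6 were lower at day 6. The day 3 median was −0.14 without sham replicate 1, −0.43 without sham replicate 2, −0.17 without sham replicate 3 and −0.11 without CAP replicate 2. Residual blood, or bleeding when the tissue was taken, could lie behind both shifts, and it cannot be told apart from a change in erythroid cells by these 6 genes. Of the 13 erythroid genes, 1 is in the paper's Table II, and 5 were also picked by the rule for named genes from these libraries.

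The genes of late epidermal differentiation, which the paper does not discuss, were higher in the CAP-treated wounds at day 6. All 15 genes of the list were higher, 12 past the threshold and 14 with an adjusted p under 0.05 over the list alone, and limma left 0 over all genes, with 14 at an unadjusted p under 0.05. The median log2 difference was 1.18 (fry p = 0.0124, exact permutation p = 0.1), and the scores relative to the sham mean were 1.21, 1.70 and 0.71 in replicates 1 to 3. With each library left out the median stayed between 0.94 and 1.47. At day 3 the median was −0.01 with 9 of 15 lower (exact permutation p = 0.9), and the difference between the days had a median of 1.20 (fry p = 0.0159). The list was written after the day 6 genes had been seen and holds 1 gene of the rule, so its p values are no independent evidence. Krt10 (25778 ± 13073 TPM with CAP and 7748 ± 498 TPM in the sham wounds, SD, n = 3; log2 difference 1.62) and Flg (2193 ± 530 against 478 ± 182 TPM, 2.26), named after their values were seen, rose with it. The planned keratinocyte list had a median of 0.34 at day 6 (10 of 14 higher, fry adjusted p = 0.299), which was 0.19 without sham replicate 3 or CAP replicate 1 and 0.60 without CAP replicate 3. A larger share of epidermis in the excised tissue would lower the genes of all other tissues alike. For the lower endothelial genes this stays open. The score of adipocyte genes exceeded that of endothelial genes by at least 0.92 in each CAP-treated library. However, adipocyte genes themselves rose, with scores of 1.08, 0.20 and 0.36 relative to the sham mean, so part of the excess is their own rise. In CAP replicate 1 the scores were −0.44 for endothelial, −0.59 for collagen and matrix and −0.70 for skeletal muscle genes. In replicates 2 and 3 endothelial genes fell further than both. For the lower neutrophil genes a larger share of epidermis stays open too, since the excess was as low as 0.34. For the epidermal genes themselves, how much epidermis each sample held was not tested, and a biological explanation, a further differentiated epidermis with CAP, stays open as a hypothesis.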

How the results depend on the processing

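The pseudocount of 0.01 TPM, the filter of 0.3 TPM in every library, median-ratio scaling, quantile normalization, and the GC and length correction were chosen only after the results were seen, whereas the other alternatives were planned.

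Alternatives that need read counts were not run, because the tables hold TPM: DESeq2, edgeR with RLE or upper-quartile factors, and filterByExpr. The planned limma fit on log2(TPM + 0.1) is the one reported. The interaction is already a joint fit of all 12 libraries. Depth is unknown, so its effect on genes with few reads could not be weighed.

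Of 76 results for single genes, 57 passed the threshold. Under the 9 alternatives that keep all libraries, 684 of 684 gene values kept their direction, and 42 of the 57 stayed past the threshold throughout. A pseudocount of 1 TPM put 10 below it, quantile normalization 8, median-ratio scaling 6, the GC and length correction 6, no filter 4, the joint fit 3 and the replicate block 2. The joint fit put 1 more, Tnf at day 6, past it.

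At day 3, the genes higher numbered 43 and those lower 111 with a pseudocount of 1 TPM, where the scale shrinks the differences of low genes, and 210 and 358 without the filter, where 29430 genes were tested. Genes past the adjusted p numbered 5 with a pseudocount of 1 TPM, 0 without the filter (1622 at an unadjusted p under 0.05), 0 in the joint fit (1134), 0 with the replicate block (1244) and 5 with quantile normalization, all from limma. At day 6, the genes higher numbered 157 with a pseudocount of 1 TPM, 419 without the filter and 406 with quantile normalization, and those lower 228 with a pseudocount of 1 TPM, 244 with quantile normalization and 281 with the GC and length correction. For the difference between the days, 580 genes passed the unadjusted threshold with a pseudocount of 1 TPM and 646 with the filter in every library. Genes past the adjusted p were then 8 without the filter, 4 with the replicate block and 1 with a pseudocount of 0.01 TPM. The causes were not tested, apart from the number of genes tested and the shrinking scale.

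With each library left out, the genes higher at day 3 ranged from 55 (without CAP replicate 2 or 3) to 150 (without CAP replicate 1), those lower from 149 (without CAP replicate 2) to 360 (without CAP replicate 1), and those past the adjusted p in limma from 0 (without sham replicate 2 or 3, or CAP replicate 2 or 3, with 691 to 1398 genes at an unadjusted p under 0.05) to 48 (without CAP replicate 1). At day 6, the genes higher ranged from 140 (without CAP replicate 2) to 458 (without CAP replicate 3), those lower from 171 (without CAP replicate 2) to 1025 (without CAP replicate 3) with 253 without sham replicate 1, and those past the adjusted p in limma from 0 (without each other library, with 1925 to 2718 genes at an unadjusted p under 0.05) to 1430 (without CAP replicate 3). For the difference between the days, the range was 657 (without CAP day 6 replicate 2) to 1777 (without CAP day 6 replicate 3), and 0 to 1 genes were past the adjusted p (1 without CAP day 3 replicate 2 or CAP day 6 replicate 3).

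For lists, camera with its preset correlation called many that fry did not, with the same medians. At day 3 these were Table II (−1.13, adjusted p = 1.40e-06), interferon response (−0.94, 3.02e-40), guanylate binding proteins and GTPases (−1.07, 3.63e-18), oligoadenylate synthetases (−1.26, 4.96e-10), collagen and matrix (−0.50, 2.78e-06), skeletal muscle (−0.58, 4.43e-05), adipocytes (0.13, 0.0319), and T and NK cells (−0.70, 4.17e-07). At day 6 these were Table II (−0.89, 6.77e-04), the cytokine pathway (−0.86, 0.0108), interferon response (−0.58, 3.84e-08), guanylate binding proteins and GTPases (−0.58, 6.77e-04), neutrophils (−1.29, 0.00577), monocytes and macrophages (−0.51, 0.00520), endothelial cells (−1.04, 8.56e-04), collagen and matrix (−0.47, 0.00242), skeletal muscle (−0.41, 9.12e-04), keratinocytes (0.34, 1.32e-04) and adipocytes (0.64, 1.32e-04). None of these calls holds under fry on the 6 libraries of the day or under camera with an estimated correlation. The preset value of 0.01 takes genes of a list to be nearly independent. The erythroid list at day 3 (2.098) was called by fry and by camera with its preset correlation. It lost its call under camera with an estimated correlation (adjusted p = 0.134), in the joint fit (0.0580) and with the replicate block (0.0618), and kept it under the other 7 settings. In the joint fit, Table II, interferon response, guanylate binding proteins and GTPases, and T and NK cells at day 3 passed (adjusted p = 0.0211 each), as did oligoadenylate synthetases (0.0229), with the medians above. The replicate block made the erythroid difference between the days pass (adjusted p = 0.0121). The replicate numbers do not pair the libraries: between sham and CAP libraries of the same number, the correlation across genes of the deviations from the group means was −0.108, 0.0085 and 0.0381 at day 3 and 0.017, 0.0938 and 0.0731 at day 6.

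Some medians near 0 changed sign. At day 3, endothelial genes (−0.02) became 0.032 with median-ratio scaling, 0.074 with quantile normalization and 0.045 with the GC and length correction. Keratinocyte genes (0.02) became −0.021 with quantile normalization, hair follicle genes (0.04) −0.16 with the filter in every library, late epidermal genes (−0.01) 0.038 with median-ratio scaling and 0.031 with the GC and length correction, and platelet genes (−0.26) 0.31 without the filter. At day 6, T and NK cell genes (−0.03) became 0.079 with median-ratio scaling, 0.16 with quantile normalization and 0.073 with the GC and length correction. None of these values was past a threshold, and the causes were not tested.

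With each library left out, list medians at day 3 ranged from −1.41 to −0.95 for Table II, −1.21 to −0.75 for interferon response, −1.27 to −0.86 for guanylate binding proteins and GTPases, and −1.47 to −0.91 for oligoadenylate synthetases. These 4 lists passed the adjusted threshold only without CAP replicate 1. T and NK cells ranged from −0.84 to −0.60 and also passed only without CAP replicate 1 (adjusted p = 0.0492, in a range of 4.17e-07 to 0.221 over all alternatives). The erythroid list ranged from 1.98 to 2.24 and lost its call without CAP replicate 2 or CAP replicate 3. Skeletal muscle ranged from −0.95 to −0.22, collagen and matrix from −0.69 to −0.36, platelets from −0.43 to −0.11, adipocytes from −0.12 to 0.56, endothelial cells from −0.22 to 0.19, hair follicles from −0.20 to 0.49, keratinocytes from −0.14 to 0.30, monocytes and macrophages from −0.30 to 0.019, neutrophils from −0.25 to 0.36 and late epidermal genes from −0.25 to 0.20. At day 6, Table II ranged from −1.12 to −0.53, the cytokine pathway from −0.95 to −0.67, interferon response from −0.72 to −0.45, guanylate binding proteins and GTPases from −0.81 to −0.42, oligoadenylate synthetases from −1.06 to −0.39, neutrophils from −1.49 to −0.56, monocytes and macrophages from −0.79 to −0.29, endothelial cells from −1.29 to −0.54, and collagen and matrix from −0.63 to −0.34, the weakest without CAP replicate 2 in each. Skeletal muscle ranged from −0.56 to −0.26, hair follicles from −0.87 to −0.51, erythroid cells from −1.70 to −0.57, keratinocytes from 0.19 to 0.60, adipocytes from 0.37 to 0.90, platelets from −0.76 to −0.23, and T and NK cells from −0.20 to 0.069. Among single genes, Oas1f ranged from −0.37 to 0.072, Pecam1 from −0.13 to 0.26 and Tnf from −0.11 to 0.18 at day 3.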

Differences from the paper's values

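No test in this part was chosen only after the result was seen, apart from the added settings among those summarized for Arg1.

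At day 3, the paper's number of upregulated genes is 150, and 78 were found at the same threshold. The p values of the paper came from DESeq or DESeq2 and those here from limma on TPM, so the test and its input differ. Of the alternatives set before the data were examined, the fit without the filter (210) and the fit without CAP replicate 1 (150, with 360 genes lower) came within 1.5 times of the paper's number. A pseudocount of 1 TPM (43), the joint fit of all 12 libraries (72), the replicate block (85) and the fits without any other library (55 to 86) did not. For downregulated genes (277 in the paper, 212 here) and all changed genes (427 and 290), the main fit was within 1.5 times of the paper.

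Of the cytokine-cytokine receptor interaction genes, the paper lists 11 as downregulated, and 7 were lower at the threshold. No alternative set before the data were examined came within 1.5 times of the paper's number, with 2 to 7 genes lower over them. Of the 15 genes named, 9 of 13 tested were lower and 4 higher, which is the direction the paper gives for each. Il6 did not pass the threshold (log2 difference −0.75) and passed it without sham replicate 3. Cd40 was just under 2-fold (−0.99) and passed it without sham replicate 2. Cd27 and Tnfsf4 did not pass the expression filter and passed the threshold without the filter, and Cd27 also passed it without CAP replicate 3. Gdf15, which the paper lists as upregulated, had a log2 difference of 1.32 and passed the threshold without CAP replicate 1.

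In Table II, of the 15 genes 13 were tested, and 9 were lower and 2 higher past the threshold. The direction was that of the table in 12 of the 13. The paper gives Arg1 as lower in the CAP-treated wounds at day 3, and it was higher here, with a log2 difference of 1.44. It was higher under every setting at day 3. At day 6 it was lower, with a log2 difference of −1.70. Slc4a1 did not pass the expression filter, and passed the threshold without it.

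A sentence of the paper's discussion can be read as naming several interferons as downregulated. It can also be read as naming GTPases induced by interferon, which the paper's conclusion gives as decreased, and Table II lists no interferon gene. The values here differ from the paper only on the first reading. All 21 interferon genes looked up were below the expression filter at day 3, and 15 of them were at the constant in place of 0 in every library. Without the filter 6 were compared, of which 2 were lower, 4 higher and 0 past the threshold in limma, with 0 at an unadjusted p under 0.05. The inducible GTPases and guanylate binding proteins, which the paper names in the same place, were lower in 16 of 16 tested genes.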

Other observations

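The comparison of monocyte and macrophage genes with interferon response genes and those of adipocyte with endothelial and with neutrophil genes were chosen only after the results were seen, and the tests of the course of healing and of GC content were written before theirs.

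At day 3, Tnf, the gene of TNF-α, had 4.93 ± 0.434 TPM in the CAP-treated wounds and 4.76 ± 1.00 TPM in the sham wounds (SD, n = 3 in each group; log2 difference 0.07, exact permutation p = 0.9). Pecam1, the gene of CD31, had 41.3 ± 10.7 against 39.6 ± 8.69 TPM (0.05, exact permutation p = 0.8). Leaving out 1 library reversed both, Tnf without sham replicate 3 (−0.11) or CAP replicate 3 (−0.0015), and Pecam1 without sham replicate 2 (−0.10) or CAP replicate 1 (−0.13). Trpv1, the gene of the receptor of CAP, had 0.0805 ± 0.102 against 0.141 ± 0.0761 TPM (exact permutation p = 0.4) and did not pass the filter.

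Among the lists of cell types at day 3, the genes of T and NK cells had a median log2 difference of −0.70, with 15 of 16 lower and 5 past the threshold (fry adjusted p = 0.0614, exact permutation p = 0.1). With median-ratio scaling, quantile normalization or the GC and length correction, 14, 13 and 14 of the 16 were lower. Of them, 10 had an adjusted p under 0.05 over the list alone and limma left 0 over all genes, with 10 at an unadjusted p under 0.05. The collagen and matrix genes had a median of −0.50 with 12 of 12 lower, under each scaling too (fry adjusted p = 0.224, exact permutation p = 0.2). Skeletal muscle genes had a median of −0.58 with 19 of 20 lower (fry adjusted p = 0.465), which was −0.95 without CAP replicate 1 and −0.22 without CAP replicate 3. The monocyte and macrophage genes had a median of −0.20 (9 of 15 lower, fry adjusted p = 0.465, exact permutation p = 0.2). The medians of neutrophil (−0.07), endothelial (−0.02), keratinocyte (0.02), hair follicle (0.04) and adipocyte (0.13) genes were near 0, with fry adjusted p values between 0.942 and 0.959. For neutrophil genes the mean (0.30) and the median differ in sign.

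At day 6, Il6 had 2.78 ± 1.51 TPM in the CAP-treated wounds and 8.68 ± 4.16 TPM in the sham wounds (SD, n = 3 in each group). Its log2 difference was −1.66 (unadjusted p = 0.0112 from limma, p = 0.1 in the exact permutation test), past the threshold under every setting. Cxcl10 had 2.01 ± 1.82 against 5.59 ± 1.63 TPM (−1.75, exact permutation p = 0.2). It fell short of the threshold without sham replicate 1 (−1.75), sham replicate 2 (−1.53), CAP replicate 2 (−1.22) or CAP replicate 3 (−1.61). The difference between the days was −0.91 for Il6 and −0.45 for Cxcl10, with adjusted p values from limma over the 25 named genes of 0.440 and 0.722. Arg1 had 431 ± 374 against 1079 ± 348 TPM at day 6 (exact permutation p = 0.2), and its difference between the days was −3.14 (adjusted p from limma 0.0525 over the 25 genes and 0.428 over all genes). Its day 6 difference fell short of the threshold with the replicate block (−1.70) and without any library but CAP replicate 3, with −1.85 to −0.9997. Gpnmb (−0.99) was under 2-fold at day 6 and passed without CAP replicate 3 (−1.76), and it was −0.53 without CAP replicate 2. Ccr2 (−1.04) passed and fell short without the filter (−1.03), with median-ratio scaling (−0.92), quantile normalization (−0.93) or the GC and length correction (−0.91), and without sham replicate 1 (−0.83), sham replicate 3 (−1.01) or CAP replicate 2 (−0.55).

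Tnf at day 6 had 6.25 ± 5.48 against 10.7 ± 2.64 TPM (SD, n = 3 in each group; log2 difference −1.12, exact permutation p = 0.3). It passed the threshold in the joint fit of all 12 libraries (−1.12) and without CAP replicate 3 (−1.80), and was −0.51 without CAP replicate 2. Pecam1 at day 6 had 57.4 ± 27.7 against 104 ± 16.5 TPM (−1.004, exact permutation p = 0.1), at the edge of the threshold. It fell short with a pseudocount of 1 TPM (−0.99), without the filter (−1.004), with median-ratio scaling (−0.89), quantile normalization (−0.92) or the GC and length correction (−0.88), and without CAP replicate 2 (−0.50), sham replicate 1 (−1.006), sham replicate 2 (−1.12) or sham replicate 3 (−0.89).

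No planned list passed the adjusted threshold at day 6 in fry. The medians were −0.89 for Table II (13 of 13 lower, fry adjusted p = 0.215, exact permutation p = 0.1), −0.86 for the cytokine pathway, −0.58 for interferon response (50 of 53 lower, exact permutation p = 0.2) and −0.58 for guanylate binding proteins and GTPases (16 of 16 lower, 0 past the threshold, 6 at an unadjusted p under 0.05 in limma). They were −0.51 for monocytes and macrophages (15 of 15 lower), −1.04 for endothelial cells (12 of 12 lower, 6 past the threshold), −1.29 for neutrophils (13 of 13 lower, exact permutation p = 0.3), −0.47 for collagen and matrix (12 of 12 lower), −0.41 for skeletal muscle (20 of 20 lower), −0.75 for hair follicles (4 tested), 0.64 for adipocytes and −0.03 for T and NK cells, whose mean was 0.06. Leaving out CAP replicate 2 weakened the following medians more than any other library did, though some lists moved further the other way. Without CAP replicate 2 the medians were −0.53 for Table II, −0.54 for endothelial cells and −0.56 for neutrophils. They were −0.29 for monocytes and macrophages and −0.39 for oligoadenylate synthetases. The median was −0.79 for monocytes and macrophages without CAP replicate 3, −1.06 for oligoadenylate synthetases without CAP replicate 1, −0.26 for skeletal muscle without sham replicate 1, and for adipocytes 0.37 without sham replicate 2 and 0.42 without CAP replicate 1. Oligoadenylate synthetases had a median of −0.67 and a mean of −0.23, with 7 lower and 3 higher. Of them, 1 lower and 2 higher genes passed the threshold, Oas1f among the higher. With quantile normalization, 1 gene each of Table II and of the guanylate binding protein list was higher, and with each of the 3 scalings 1 gene each of the monocyte and endothelial lists was higher. The day 6 median of hair follicle genes was −1.66 without the filter, with 16 of 17 lower, and −0.35 with a pseudocount of 1 TPM. The difference between the days of the T and NK cell genes had a median of 0.70 (fry adjusted p = 0.0992).

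Across the 17784 genes tested at both days, the effects of CAP at day 3 and day 6 had a Pearson's r of 0.0381 and a Spearman's rho of 0.0927, and genes are not independent replicates. Of the genes past the threshold, 43 were past it at both days, 27 of them lower at both, 2 higher at both and 14 in opposite directions. Of 201 genes lower at day 3 that were tested at day 6, 151 were also negative there, and of 72 higher genes 13 were also positive. In all 60.1% had the same sign, against 55.9% of all genes.

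Whether CAP-treated wounds were further along the course of healing was tested against the change of sham wounds from day 3 to day 6, with different sham libraries on the 2 axes. At day 3, r across genes was 0.141, 0.0453 and 0.144 for the 3 choices of library (rho 0.15, −0.048 and 0.0995). The lowest, 0.0453, is above 0 but under the 0.1 that the rule asked for, so a faster course at day 3 cannot be told apart from an effect of another kind. At day 6, r was −0.245, −0.153 and −0.16, negative each time. The rule written beforehand would have counted this against a faster course, but the axis ends at day 6, and a wound ahead of that day would show the change after it, which no library measures and which can run the other way. Whether CAP-treated wounds were further along, behind or on another course at day 6 therefore cannot be told apart.

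The lower interferon response genes at day 3 were weighed against technical and cellular explanations. GC content or transcript length is argued against, since the median of the list was −0.89 after the correction. Fewer monocytes and macrophages in the CAP-treated wounds may lie behind the pattern. The score of their genes exceeded that of the interferon response genes by 0.26, 1.10 and 1.00 in CAP replicates 1 to 3, a mean of 0.788 with an SD of 0.459. The smallest, 0.26, and the spread leave fewer such cells and a lower response per cell open, and they cannot be told apart. All 15 genes of the monocyte and macrophage list were expressed past the filter in these wounds, and none is in the interferon response list.

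The lower endothelial and neutrophil genes at day 6 were weighed against a larger share of epidermis in the tissue. Adipocyte genes exceeded endothelial genes by 1.52, 2.01 and 0.92 in CAP replicates 1 to 3 (mean 1.48, SD 0.545), so these 2 tissues did not fall alike. Adipocyte genes themselves rose, with scores of 1.08, 0.20 and 0.36 relative to the sham mean. The excess therefore cannot tell a larger share of epidermis from a fall of the endothelial genes themselves. Over neutrophil genes the excess was 2.29, 2.59 and 0.34 (mean 1.74, SD 1.22), and in CAP replicate 3 the neutrophil score was 0.02 above the sham mean. For neutrophil genes a larger share of epidermis cannot be told apart from fewer neutrophils, because the excess varies this much between libraries. A change in blood vessels, in neutrophils or in the depth of the excised tissue stays open, and none of these was tested.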
